# The CNOT4 Subunit of the CCR4‐NOT Complex is Involved in mRNA Degradation, Efficient DNA Damage Repair, and XY Chromosome Crossover during Male Germ Cell Meiosis

**DOI:** 10.1002/advs.202003636

**Published:** 2021-03-16

**Authors:** Xing‐Xing Dai, Yu Jiang, Jia‐Hui Gu, Zhi‐Yan Jiang, Yun‐Wen Wu, Chao Yu, Hao Yin, Jue Zhang, Qing‐Hua Shi, Li Shen, Qian‐Qian Sha, Heng‐Yu Fan

**Keywords:** germ cell development, homologous recombination, mRNA stability, polyadenylation, spermatogenesis

## Abstract

The CCR4‐NOT complex is a major mRNA deadenylase in eukaryotes, comprising the catalytic subunits CNOT6/6L and CNOT7/8, as well as CNOT4, a regulatory subunit with previously undetermined functions. These subunits have been hypothesized to play synergistic biochemical functions during development. *Cnot7* knockout male mice have been reported to be infertile. In this study, viable *Cnot6*/*6l* double knockout mice are constructed, and the males are fertile. These results indicate that CNOT7 has CNOT6/6L‐independent functions in vivo. It is also demonstrated that CNOT4 is required for post‐implantation embryo development and meiosis progression during spermatogenesis. Conditional knockout of *Cnot4* in male germ cells leads to defective DNA damage repair and homologous crossover between X and Y chromosomes. CNOT4 functions as a previously unrecognized mRNA adaptor of CCR4‐NOT by targeting mRNAs to CNOT7 for deadenylation of poly(A) tails, thereby mediating the degradation of a subset of transcripts from the zygotene to pachytene stage. The mRNA removal promoted by the CNOT4‐regulated CCR4‐NOT complex during the zygotene‐to‐pachytene transition is crucial for the appropriate expression of genes involved in the subsequent events of spermatogenesis, normal DNA double‐strand break repair during meiosis, efficient crossover between X and Y chromosomes, and ultimately, male fertility.

## 1 Introduction

Modification by the elongation and shortening of the poly(A) tail is the most common type of post‐transcriptional mRNA regulation in eukaryotic cells.^[^ ^1^ ^]^ The evolutionarily conserved CCR4‐NOT complex is a major RNA deadenylase in eukaryotes.^[^ ^2^ ^]^ The mammalian CCR4‐NOT deadenylase is a multi‐subunit complex that includes CNOT1, which is a scaffold protein that contains docking domains for several other subunits and two structurally distinct catalytic subunits: CNOT6 (or its homolog CNOT6L) and CNOT7 (or its homolog CNOT8).^[^ ^3^ ^]^ In vitro, CNOT6/6L and CNOT7/8 synergistically catalyze the deadenylation of synthetic poly(A)s.^[^ ^4^, ^5^, ^6^ ^]^ However, genetic evidence obtained from yeast and mice with genetic mutations suggests that these subunits are not required for mRNA deadenylation in vivo.^[^ ^7^, ^8^ ^]^ Instead, each has cell type‐ and developmental process‐specific physiological functions.

The human CCR4‐NOT complex contains seven stable core components and several relatively loosely associated regulatory subunits such as CNOT4, which has received particular attention as an E3 ubiquitin ligase,^[^ ^9^, ^10^ ^]^ CNOT4 contains a RING domain near its N‐terminus that mediates the interaction between CNOT4 and several ubiquitin‐conjugating enzymes (E2).^[^ ^11^ ^]^ Diverse proteins in yeast and human cell lines have been reported to be ubiquitination targets of CNOT4, including the master regulator of meiosis MEI2,^[^ ^12^ ^]^ co‐translational quality control factor ABCE1,^[^ ^13^ ^]^ histone H3 lysine‐9 demethylase JHD2,^[^ ^14^ ^]^ transcriptional coactivator YAP1,^[^ ^15^ ^]^ and the ribosomal protein RPS7A.^[^ ^16^ ^]^ In addition to its potential role in mediating protein ubiquitination, CNOT4 also contains an RNA recognition motif (RRM), although its RNA‐binding ability has not been firmly demonstrated in vivo.^[^ ^17^ ^]^ This raises the question of whether CNOT4 functions as a substrate mRNA adaptor of CCR4‐NOT deadenylase in metazoans. Moreover, the mRNAs that CNOT4 can bind in vivo and the physiological function of CNOT4 in animals have not yet been reported.

Studies in gene knockout mice indicated that CCR4‐NOT‐mediated mRNA decay is particularly important in germ cell development and the maternal‐to‐zygotic transition process. Whole body deletion of *Cnot6l* impairs maternal mRNA clearance during oocyte maturation, thereby causing female sterility,^[^ ^18^, ^19^ ^]^ The knockout of maternal *Btg4*, which is a gene encoding an oocyte‐specific adaptor protein of CNOT7 that is essential in mediating mRNA deadenylation, blocks zygotic development at the 1–2 cell stage,^[^ ^20^, ^21^ ^]^ However, knockout of *Cnot7* itself interrupts only spermatogenesis and not oogenesis, thereby causing only male infertility.^[^ ^22^ ^]^ Although the infertile phenotype of *Cnot7* KO mice was reported nearly two decades ago, the pertinent primary defects were not indicated, and the changes in the transcriptome of *Cnot7* KO spermatocytes were not analyzed. Altogether, we hypothesized that the diverse phenotypes of these knockout mice suggest that the two catalytic subunits of CCR4‐NOT may not necessarily function synergistically in vivo but have independent roles in different cell types. Furthermore, although BTG4 was identified as a mediator of CCR4‐NOT‐dependent mRNA clearance in oocytes and zygotes, the mRNA adaptor of CCR4‐NOT deadenylase in male germ cells remains elusive.

Mammalian spermatogenesis typically consists of three distinct phases: Mitosis, meiosis, and spermiogenesis. Meiosis I in spermatocytes progresses through the leptotene, zygotene, pachytene, and diplotene stages and finally enters the metaphase; programmed formation and repair of DNA double‐strand breaks (DSBs), pairing (synapsis) of paternal and maternal chromosomes, homologous recombination, and other landmark events occur, and eventually, crossovers are formed on the paired chromosomes to ensure accurate separation during anaphase I,^[^ ^23^, ^24^ ^]^ XY chromosomes are synapsed only in a small homologous region (pseudo‐autosomal region, PAR).^[^ ^25^ ^]^ The distinct properties of chromatin organization at the PAR are crucial for male meiosis;^[^ ^26^ ^]^ an erroneous separation of X and Y chromosomes leads to chromosomal aneuploidy, infertility, and Klinefelter syndrome.^[^ ^27^ ^]^ There are many differences between autosomes and XY chromosomes in the characteristics and regulatory mechanisms in the DSB formation/repair and chromosome pairing.^[^ ^28^ ^]^ The biological processes and protein factors that affect XY chromosome crossover have not been fully elucidated.

Spermatogenesis is regulated at both the transcriptional and post‐transcriptional levels. In spermatocytes, transcription is relatively inert in the leptotene and zygotene stages of meiosis, and transcription increases at the pachytene stage. However, the zygotene‐to‐pachytene transition is also associated with a wave of programmed mRNA degradation. According to a recent transcriptomic analysis, transcription slows during spermatogenesis, particularly between the zygotene to pachytene phase and spermiogenesis.^[^ ^29^ ^]^ The physiological significance of the marked changes in the transcriptome during the zygotene to pachytene phase requires further investigation. Terminal uridine transferase (TUT) 4 and 7 are proteins that promote mRNA degradation in eukaryotic cells;^[^ ^30^ ^]^ they promote the oligo(U)‐modification of mRNAs that contain a short poly(A) tail, which is followed by the recognition of the mRNAs for degradation.^[^ ^31^ ^]^ Moreover, TUT4 and TUT7 were reported to promote the degradation of mRNA from the zygotene to pachytene phase during spermatogenesis.^[^ ^29^ ^]^ Spermatogenesis of *Tut4* and *Tut7* double‐knockout males was arrested at the pachytene stage of meiosis I. The regulation mechanism of the transcriptome decline from the zygotene to pachytene phase during spermatogenesis has not yet been elucidated.

In this study, we demonstrated that CNOT4 has indispensable functions during germ cell meiosis in mice. *Cnot4* is essential for the development of post‐implantation embryos and is required for spermatogenesis. The CCR4‐NOT^CNOT4^ complex has previously unrecognized functions in DSB repair and crossover between XY chromosomes during meiosis.

## 2 Results

### 2.1 CNOT6/6L Catalytic Subunits of CCR4‐NOT are Dispensable for Most Developmental Events Including Spermatogenesis

To investigate the importance of CNOT6 and CNOT6L catalytic subunits in the CCR4‐NOT complex in vivo, we knocked out both *Cnot6* (Figure S1A,B, Supporting Information) and *Cnot6l* (*Cnot6/6l^–/–^*) in mice. Surprisingly, *Cnot6/6l^–/–^* mice were viable and healthy, indicating that *Cnot6/6l* is not essential for survival. *Cnot6/6l^–/–^* male mice had normal reproductive function (Figure S1C, Supporting Information), whereas *Cnot6/6l^–/–^* female mice were infertile as CNOT6L is essential for maternal mRNA clearance during oocyte meiotic maturation.^[^ ^18^ ^]^ We used an antibody that targets both CNOT6 and CNOT6L for western blots; the results indicated that CNOT6/6L was completely absent in *Cnot6/6l^–/–^* testicular lysates (Figure S1D, Supporting Information). Hematoxylin and eosin (H&E) staining indicated that the testicular seminiferous tubules in adult *Cnot6/6l^–/–^* mice had normal histology and spermatogenic cells were present at all developmental stages (Figure S1E, Supporting Information). The epididymides of 3‐month‐old *Cnot6/6l^–/–^* male mice were filled with spermatozoa (Figure S1E, Supporting Information). The amount of sperm stored in the epididymis was comparable between adult (3 months old) wild‐type (WT) and *Cnot6/6l* double knockout males (Figure S1F, Supporting Information). Therefore, in contrast to CNOT7, CNOT6 and CNOT6L are not required for spermatogenesis, indicating that the function of CNOT7 in mouse testis is CNOT6/6L‐independent.

### 2.2 Embryos with Knocked Out *Cnot4* Die after Implantation

It is unclear whether other proteins in the CCR4‐NOT complex, such as CNOT4, function synergistically with CNOT7 in terms of spermatogenesis regulation. CNOT4 is a regulatory subunit of CCR4‐NOT deadenylase. Therefore, we investigated the role of CNOT4 in mouse development, particularly spermatogenesis.

To determine *Cnot4* function in vivo, we established *Cnot4*‐floxed mice and crossed them with the *Stra8‐Cre* transgenic mice. From their offspring, we obtained a *Cnot4* knockout mouse strain with exon 2 deletion (266 bp) and a reading frame shift (Figure S2A, Supporting Information). We repeatedly mated heterozygous *Cnot4^+/−^* male and female mice but did not produce *Cnot4^–/–^* offspring mice (Figure S2B, Supporting Information), suggesting that *Cnot4^–/–^* embryos died during prenatal development.

Next, we determined the stage at which *Cnot4* knockout was lethal to embryos. Heterozygous *Cnot4^+/−^* female and male mice were mated; the preimplantation embryos were harvested by flushing the uterus at 4.5 days post coitus (dpc) and genotyped. The percentages of *Cnot4^+/+^*, *Cnot4^+/−^*, and *Cnot4^−/−^* blastocysts matched the Mendelian genetic laws (Figure S2C, Supporting Information). *Cnot4^/−^* embryos could develop into blastocysts and had normal morphology (Figure S2D, Supporting Information). Then, we collected the uteri of female mice that contained embryos that developed and degenerated at 11.5 dpc (Figure S2E, Supporting Information). Genotyping indicated that all the degenerated embryos were homozygous for the *Cnot4* mutation (Figure S2E, Supporting Information). We also performed western blotting using total protein from isolated WT and KO embryos. The results confirmed that CNOT4 protein was absent in KO embryos (Figure S2F, Supporting Information). Therefore, embryos with *Cnot4* knockout died after implantation and before 11.5 dpc of development.

### 2.3 *Cnot4^fl/fl^;Stra8‐Cre* Male Mice Exhibit Impaired Spermatogenesis and are Infertile

Quantitative RT‐PCR (RT‐qPCR) analyses using total RNA isolated from tissue lysates indicated that *Cnot4* had higher mRNA expression in the testis than in other organs (**Figure** **1**A). Spermatocyte transcriptome analysis revealed that *Cnot4* mRNA expression increases gradually in the meiotic prophase and decreases after metaphase I (MI) (Figure 1B).^[^ ^32^ ^]^ We isolated spermatocytes from 6‐week‐old male mice using flow cytometry and detected protein expression in spermatocytes at leptotene/zygotene, pachytene/diplotene, and metaphase stages and in haploid spermatocytes. According to the NCBI database (Gene ID: 53 621), CNOT4 has multiple isoforms, ranging from 572 to 710 aa. Western blot analysis demonstrated that at least two CNOT4 isoforms were simultaneously expressed in the testis (Figure 1C). CNOT4 expression gradually increased in spermatocytes during meiosis (Figure 1C; Figure S3A, Supporting Information). CNOT7 also accumulated, but protein expression of CNOT6/6L did not change significantly (Figure 1C; Figure S3A, Supporting Information). Immunohistochemical staining indicated that CNOT4 localized to the cytoplasm of spermatocytes; CNOT4 accumulated during meiosis and decreased rapidly in the late elongating spermatids (Figure 1D). We used the *Stra8‐cre* model to knock out *Cnot4* in male germ cells before they entered meiosis and investigated the role of CNOT4 in spermatogenesis (Figure S2A, Supporting Information).

**Figure 1:**
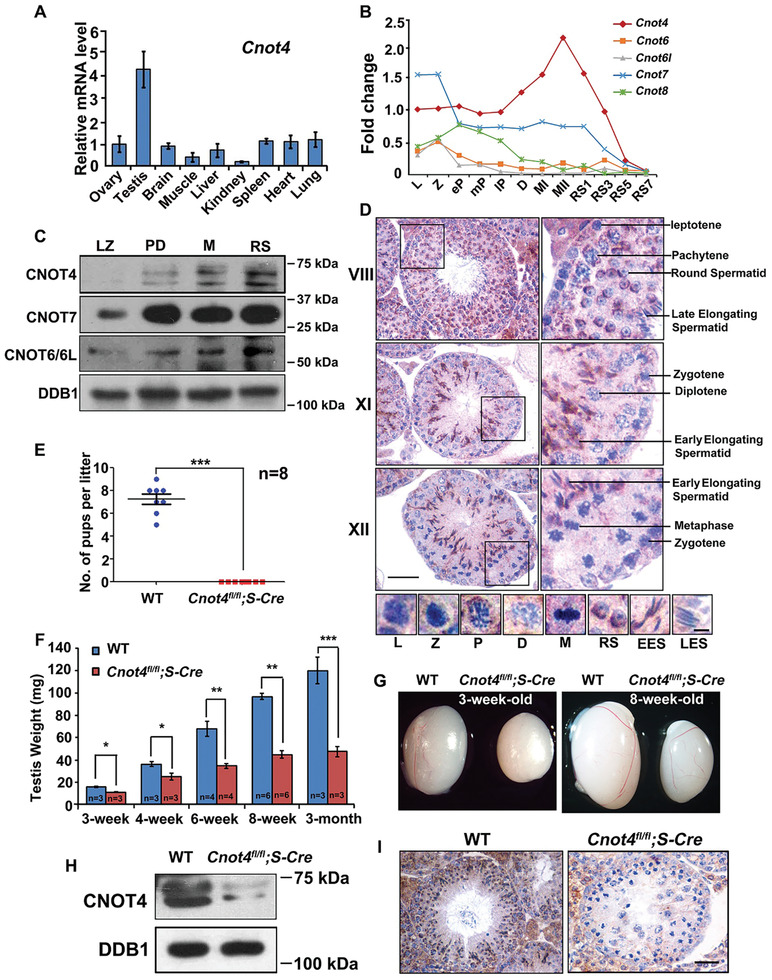
CNOT4 is expressed in mouse testis and is required for male fertility. A) Expression of *Cnot4* in different organs measured using quantitative reverse‐transcription PCR (RT‐qPCR) in tissue lysates. B) Relative mRNA expression of *Cnot4*, *Cnot7/8*, and *Cnot6/6l* in mouse spermatocytes extracted from published RNA sequencing results.^[^ ^32^ ^]^ L: leptotene; Z: zygotene; P: pachytene; D: diplotene; MI: meiosis I; MII: meiosis II; RS: round spermatid. C) Western blotting of CNOT4, CNOT7, and CNOT6/6L in spermatocytes isolated from testis of wild‐type (WT) mice by flow cytometry. Endogenous DDB1 was blotted as a loading control. LZ: leptotene and zygotene; PD: pachytene and diplotene; M: meiosis II; RS: round spermatid. D) Immunohistochemical staining of CNOT4 expression in spermatocytes. Long scale bar = 50 µm. Short scale bar = 5 µm. E) Fertility test results of WT and *Cnot4^fl/fl^;Stra8‐Cre* males. *N* = 8 males for each genotype. F) Testis weight of WT and *Cnot4^fl/fl^;Stra8‐Cre* mice. The numbers of male mice are indicated by *n*. G) Morphology of representative testes from the WT and *Cnot4^fl/fl^;Stra8‐Cre* mice. Scale bar = 1 mm. H) Western blotting of CNOT4 in the testis lysates of WT and *Cnot4^fl/fl^;Stra8‐Cre* mice. Endogenous DDB1 was blotted as a loading control. I) Immunohistochemical detection of knockout efficiency of CNOT4 in *Cnot4^fl/fl^;Stra8‐Cre* mice. Scale bar = 50 µm; error bars, SEM; *p < 0.05; **p < 0.01, ***p < 0.001; statistical significance values were determined with two‐tailed Student's *t*‐tests.

*Cnot4^fl/fl^;Stra8‐Cre* males were sterile (Figure 1E). The testes of *Cnot4^fl/fl^;Stra8‐Cre* male mice were significantly smaller than those of the age‐matched WT male mice (Figure 1F,G). Western blot analysis indicated that CNOT4 levels were greatly reduced in the testes of *Cnot4^fl/fl^;Stra8‐Cre* male mice (Figure 1H and Figure S3B, Supporting Information). Furthermore, immunohistochemistry indicated that CNOT4 was absent in the germ cells of *Cnot4^fl/fl^;Stra8‐Cre* males (Figure 1I). These results also indicated that the CNOT4 antibody is specific for endogenous CNOT4.

H&E staining indicated that the testicular lumina of 6‐week‐old wild‐type (WT) mice was filled with spermatocytes at various stages. In contrast, in the testicular lumen of age‐matched *Cnot4^fl/fl^;Stra8‐Cre* male mice, there were many large cavities and very few spermatocytes (**Figure** **2**A). In addition, normal sperm were not present in the epididymis of *Cnot4^fl/fl^;Stra8‐Cre* male mice (Figure 2A). Histological analysis and cleaved caspase 3 immunostaining of *Cnot4^fl/fl^;Stra8‐Cre* testes revealed spermatogenic arrest in metaphase I (Stages IX–X) accompanied by apoptosis (Figure 2B). We also applied H&E staining to the WT and *Cnot4*‐knockout 3‐week testes (Figure S3C, Supporting Information) and found that there were still abundant pachytene spermatocytes in the *Cnot4*‐knockout testes. Immunofluorescence staining for cleaved caspase 3, an apoptotic cell signal, indicated that the number of apoptotic spermatocytes was significantly increased in the *Cnot4*‐knockout testes at 4–6 weeks after birth (Figure S3D,E, Supporting Information).

**Figure 2:**
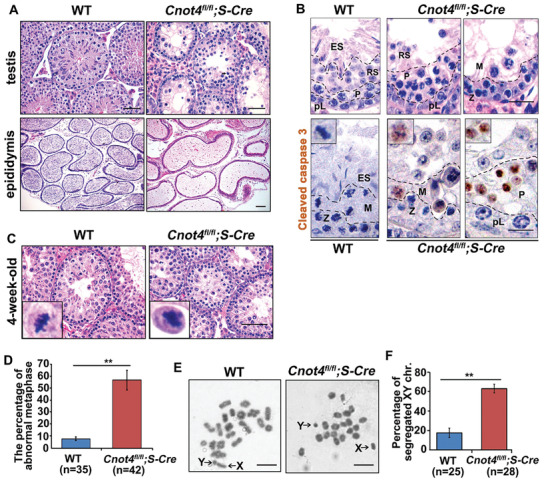
CNOT4 is required for spermatogenesis. A) Histology of the epididymis and testis from 6‐week‐old WT and *Cnot4^fl/fl^;Stra8‐Cre* mice by H&E staining. Scale bar = 50 µm. B) Sections of stage IX–X tubules from WT and *Cnot4^fl/fl^;Stra8‐Cre* mice stained with H&E and the immunohistochemical staining of cleaved caspase 3. Scale bar = 20 µm. C,D) H&E staining and percent metaphase I (MI)‐stage spermatocytes with lagged chromosomes in WT and *Cnot4^fl/fl^;Stra8‐Cre* mice. E) Giemsa staining of spermatocyte spreads of 17‐day‐old mice. Scale bar = 10 µm. F) Percent MI‐stage spermatocytes with segregated X and Y chromosomes. *n*, number of MI spermatocytes; error bars, SEM; **p < 0.01, determined by two‐tailed Student's *t*‐tests.

In the WT male mice, cells in the first wave of spermatogenesis entered the pachytene stage, 17–18 days after birth, progressed to MI at 4 weeks.^[^ ^33^ ^]^ The testicular histology of 17‐day‐old *Cnot4^fl/fl^;Stra8‐Cre* males was similar to that of WT mice (Figure S3C, Supporting Information). Markers of meiotic prophase, including phosphorylated histone H2AX (pH2AX) and SYCP3, as well as, the late pachytene cell marker histone H1t, were detected in the testicular tubules (Figure S3F, Supporting Information). Normal MI spermatocytes were seen in the testes of 4‐week‐old WT male mice (Figure 2C). The spermatocytes of *Cnot4^fl/fl^;Stra8‐Cre* males developed until the MI stage, but their chromosomes failed to align at the spindle middle plate (Figure 2C,D). Giemsa staining of the germ cell chromosome spread showed that many *Cnot4^fl/fl^;Stra8‐Cre* spermatocytes at MI contained precociously separated XY chromosomes (Figure 2E). The percentage of segregated XY chromosomes in *Cnot4*‐null spermatocytes at MI was significantly higher than that in the WT cells (Figure 2F).

### 2.4 CNOT4 is Required for XY Chromosome Pairing

The abnormal characteristics of *Cnot4‐*deleted spermatocytes in MI could be due to defects in the meiosis I prophase. Thus, we evaluated the abnormality of *Cnot4*‐null spermatocytes in meiotic prophase. We examined the testes of WT and *Cnot4^fl/fl^;Stra8‐Cre* males by chromosome spreading and distinguished the leptotene, zygotene, pachytene, and diplotene stages with SYCP3 and pH2AX immunofluorescence (**Figure** **3**A). No differences in the distribution of WT and knockout mice in the four pro‐meiotic stages were observed (Figure 3B). In addition, we isolated and evaluated spermatocytes from the testes of 6‐week‐old WT and *Cnot4^fl/fl^;Stra8‐Cre* males by flow cytometry. The percentages of indicated cell types were comparable between the WT and *Cnot4* KO groups (Figure S3G, Supporting Information). The identity and purity of germ cell populations after cell sorting were confirmed by SYCP3 and pH2AX immunofluorescence (Figure S3H,I, Supporting Information). However, *Cnot4*‐null spermatocytes had a significant accumulation of pH2AX at the pachytene stage compared with the WT males (Figure 3A). In *Cnot4*‐null spermatocytes, XY chromosomes were always present in the XY body, suggesting that they paired at the beginning (Figure 3A). In addition, *Cnot4‐*deleted spermatocytes had a high proportion of uncrossed XY chromosomes at the pachytene and diplotene stages (Figure 3A,C). We designed DNA probes to label the X chromosome (green) and Y chromosome (red) and used SYCP3 to label the chromosome axis (Figure 3D). Fluorescence in situ hybridization analysis (FISH) confirmed that the unpaired chromosomes were X and Y chromosomes.

**Figure 3:**
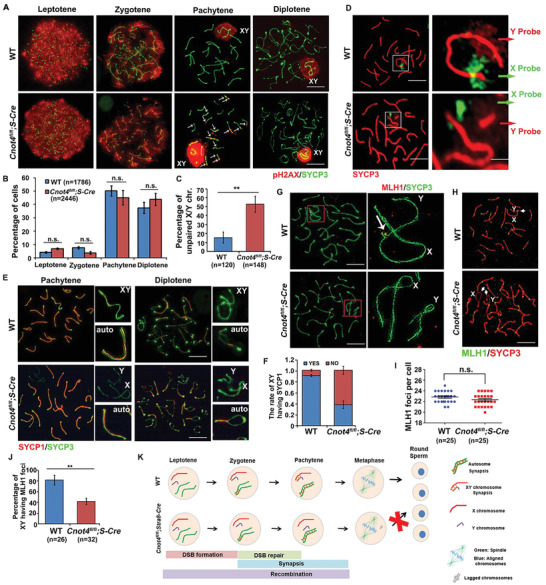
Abnormal XY chromosome pairing in the spermatocytes of *Cnot4^fl/fl^;Stra8‐Cre* male mice. A) Immunofluorescence staining of SYCP3 and pH2AX of spermatocyte spreads from WT and *Cnot4^fl/fl^;Stra8‐Cre* mice. Scale bar = 10 µm. B) Percent of spermatocytes at the leptotene, zygotene, pachytene, and diplotene stages in the WT and *Cnot4^fl/fl^;Stra8‐Cre* mice. C) Percent of pachytene‐stage spermatocytes with separated X and Y chromosomes. D) DNA FISH labeling of X and Y chromosomes using indicated fluorescent probes. Red: Y probe and SYCP3, Green: X probe. X and Y chromosomes are framed. E) Immunofluorescence staining of SYCP3 and SYCP1 of spermatocyte spreads prepared from WT and *Cnot4^fl/fl^;Stra8‐Cre* mice. Scale bar = 10 µm; auto, autochromosome. F) Rates of pachytene spermatocytes negative and positive for SYCP1 signals on X and Y chromosomes. Immunofluorescence staining of SYCP3 and MLH1 in spermatocyte spreads from WT and *Cnot4^fl/fl^;Stra8‐Cre* mice. Images taken by G) ultra‐high‐resolution microscopy or H) normal confocal microscopy. In (G), the arrow indicates the MLH1 focus, and XY chromosomes are framed. In (H), XY chromosomes are indicated by arrows. Scale bar = 10 µm. I) Average numbers of MLH1 foci in each pachytene spermatocyte. J) Percentage of spermatocytes with MLH1 foci on XY chromosomes of WT and *Cnot4^fl/fl^;Stra8‐Cre* mice. K) Graphic illustration showing spermatogenic defects of *Cnot4^fl/fl^;Stra8‐Cre* mice. *n*, number of cells; error bars, SEM; n.s., non‐significant; **p < 0.01 determined by two‐tailed Student's *t*‐tests.

Each pair of homologous chromosomes formed a synapse at the pachytene stage.^[^ ^34^ ^]^ SYCP1, an important component of the synaptic complex, was used as a marker for synapsis. In *Cnot4*‐null pachytene spermatocytes, immunofluorescence and ultra‐high‐resolution microscopy showed that SYCP1 was not present between XY chromosomes, and crossovers were not formed (Figure 3E). The percentage of SYCP1‐negative XY chromosomes was quantified (Figure 3F). After the recombination of homologous chromosomes in the pachytene stage, at least one crossover is formed on the paired chromosomes to ensure accurate cell division. *Cnot4* knockout did not affect the total number of MLH1 foci in pachytene cells (Figure 3G–I). MLH1 localizes at the intersection region and is frequently used as a marker for crossovers.^[^ ^35^ ^]^ However, nearly 60% of the pachytene cells did not form crossovers between XY chromosomes after *Cnot4* knockout (Figure 3J).

Collectively, these results indicate that in *Cnot4*‐null spermatocytes, the XY chromosomes pair at the beginning, but some of them segregate later because crossovers are not formed (Figure 3I).

### 2.5 *Cnot4^fl/fl^;Stra8‐Cre* Males have Defects in DNA Double‐Strand Break Repair

Immunofluorescence analysis demonstrated that compared with WT spermatocytes, *Cnot4*‐null pachytene spermatocytes had an increased number of pH2AX foci (marker of unrepaired DSBs) on the chromosomes (Figure 3A). We detected other DSB markers in both WT and *Cnot4*‐null spermatocytes. At the early zygotene stage, WT and *Cnot4*‐deleted spermatocytes contained many RAD51 foci (**Figure** **4**A). However, at the late zygotene stage, more RAD51 foci remained in *Cnot4*‐deleted spermatocytes (Figure 4B,C). In *Cnot4*‐deleted spermatocytes, RAD51 foci decreased after the early pachytene stage, and the remaining RAD51 signals were mostly localized on XY chromosomes (Figure 4D,E). In *Cnot4*‐deleted pachytene spermatocytes, more RAD51 foci remained on the autosomes and even more significantly on the sex chromosomes (Figure 4D–G). Western blotting of isolated pachytene/diplotene spermatocytes showed that RAD51 accumulated in the *Cnot4*‐null spermatocytes more than in the WT cells (Figure 4H,I).

**Figure 4:**
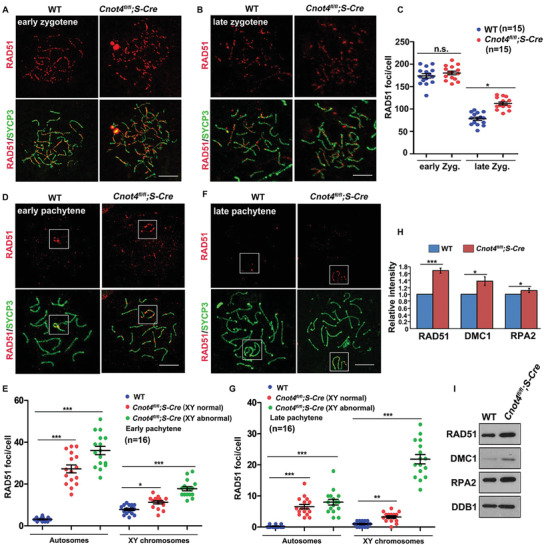
Defective double‐strand break (DSB) repair in spermatocytes of *Cnot4^fl/fl^;Stra8‐Cre* males. A,B) Immunofluorescence staining of RAD51 on chromosomes of WT and *Cnot4*‐null spermatocytes at the zygotene stage. Scale bar = 10 µm. C) Quantification of the RAD51 foci in each cell. D,E) Immunofluorescence staining of RAD51 on the chromosomes of WT and *Cnot4*‐null spermatocytes at the pachytene stage. XY chromosomes are framed. Scale bar = 10 µm. F,G) Quantification of the RAD51 foci on the autosomes and XY chromosomes at the pachytene stage. H) Quantification of the western blot in (I). I) Western blot of RAD51, DMC1, and RPA2 in pachytene spermatocytes isolated from the testes of 6‐week‐old WT and *Cnot4^fl/fl^;Stra8‐Cre* mice. Endogenous DDB1 was blotted as a loading control. *n*: number of cells; error bars, SEM; n.s., non‐significant; **p < 0.01; ***p < 0.001 determined using two‐tailed Student's *t*‐tests.

The chromosomal foci formed by other proteins localized at the DSBs, including DMC1 (Figure S4A–G, Supporting Information) and RPA2 (Figure S5A–G, Supporting Information) showed a similar pattern as RAD51. Protein expression of DMC1 also increased in *Cnot4*‐null testis lysates (Figure 4H,I). Altogether, these results indicate that DSBs occur in *Cnot4*‐null spermatocytes, but the process is accompanied by an impaired DSB repair process during zygotene‐to‐pachytene transition, particularly on the sex chromosomes.

### 2.6 Non‐Homologous End Joining Signaling Pathway is Impaired in *Cnot4*‐Null Spermatocytes

In the *Cnot4*‐null spermatocytes, there were many unrepaired DSBs at the pachytene–diplotene (PD) stage. There are two DSB repair pathways that are harnessed in the early stage of meiosis in mice. Before early zygotene, DSBs are repaired by homologous recombination (HR). However, from mid‐pachytene to diplotene, DSB repair is mainly mediated by non‐homologous end joining (NHEJ) and involves Ku70 and XRCC4, which are responsible for DSB repair on the autosomes, and 53BP1, which is responsible for DSB repair on the XY chromosomes.^[^ ^36^ ^]^

Western blotting of isolated pachytene spermatocytes showed that expression of XRCC4 and 53BP1 was significantly reduced in the testicular lysates of *Cnot4^fl/fl^;Stra8‐Cre* mice compared with WT mice (**Figure** **5**A,B). This is consistent with the RT‐qPCR results in isolated pachytene spermatocytes that showed decreased mRNA expression of *Xrcc4* and *53bp1* in *Cnot4*‐null spermatocytes (Figure 5C). Immunofluorescence staining indicated that 53BP1 was localized on XY chromosomes in the middle pachytene stage. However, the level of 53BP1 on the XY chromosomes of *Cnot4*‐null spermatocytes was significantly lower than that in the WT spermatocytes at the same stage (Figure 5D,E). In contrast, the genes encoding the proteins of the HR repair pathway, including *Rad51*, *Dmc1*, and *Rpa2*, had higher expression in *Cnot4*‐null spermatocytes than in WT spermatocytes (Figure 5F). This is consistent with the western blot data shown in Figure 4H. These results showed that CNOT4 deletion affects the expression of proteins involved in the DSB repair pathways during spermatogenesis, and CNOT4 deletion promotes the accumulation of unrepaired DSBs, particularly on the X and Y chromosomes in the spermatocytes at the pachytene stage.

**Figure 5:**
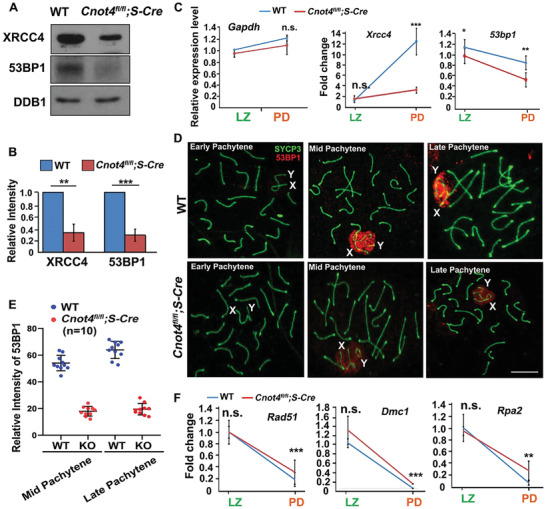
Expression of proteins involved in the non‐homologous end joining (NHEJ) DNA damage repair pathway in spermatocytes. A) Western blotting of XRCC4 and 53BP1 in WT and *Cnot4^fl/fl^;Stra8‐Cre* spermatocytes isolated from the mouse testes by flow cytometry. Endogenous DDB1 was blotted as a loading control. B) Quantification of the western blot results in (A). C) Relative expression of transcripts encoding factors in the NHEJ DNA damage repair pathways measured using RT‐qPCR in isolated spermatocytes. D) Immunofluorescence staining shows expression of 53BP1 in WT and *Cnot4*‐null spermatocytes. E) Quantification of the 53BP1 expression in (D). F) Relative expression of the transcripts encoding the factors in HR DNA damage repair pathways measured using RT‐qPCR in isolated spermatocytes. Error bars, SEM; n.s., non‐significant; **p < 0.01; ***p < 0.001, determined using two‐tailed Student's *t*‐tests.

### 2.7 CNOT4 is Required to Regulate Transcriptomic Changes from Leptotene–Zygotene to Pachytene–Diplotene Stages in Spermatocytes

To further understand the role of CNOT4 in spermatogenesis at the molecular level, we performed RNA‐sequencing (RNA‐seq) analyses of WT and *Cnot4*‐null spermatocytes at the leptotene–zygotene (LZ) and PD stages isolated by flow cytometry. 

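RNA was sequenced from WT and Cnot4-null spermatocytes at the LZ and PD stages, with 2 libraries in each of the 4 groups and 8 in all. The authors trimmed the reads, mapped them to mm9 with TopHat, kept uniquely mapped reads and computed FPKM with Cufflinks from UCSC gene models, and the deposited values are 1 FPKM per gene symbol and library for 23235 symbols. The methods describe the amplification of cDNA from sorted cells (Smart-Seq2), whereas the labels of the samples describe Trizol extraction and a TruSeq library from total RNA. The values hold no read counts. The paper's Table S4 gives between 12008735 and 13608544 total reads for the LZ libraries, 11900426 and 13284706 for WT PD, and 11480876 and 14306682 for Cnot4-null PD, the last pair under the same replicate number. In genes with low values, the FPKM that 1 read is worth gave each library's depth relative to WT LZ replicate 1. It was 1.06 for WT LZ replicate 2, 0.934 and 1.06 for Cnot4-null LZ, 1.21 and 1.33 for WT PD, and 1.00 and 0.824 for Cnot4-null PD. These ratios do not follow the read totals, and the cause was not tested. As the paper states, genes with FPKM above 1 in at least 1 library were kept, which left 15899. Their values were analysed as log2(FPKM + 1), a scale that understates the change of genes with low values. All libraries entered a single limma model with 4 residual degrees of freedom, and p-values were adjusted by the Benjamini-Hochberg method. An exact test of 2 libraries against 2 cannot give a p below 0.333. Cnot4 lies on chromosome 6 of mm9 from 34972066 to 35083737. It was listed at 36.0 and 34.9 FPKM in WT LZ, 43.2 and 34.6 in Cnot4-null LZ, 76.6 and 73.1 in WT PD, and 65.9 and 53.5 in Cnot4-null PD. Its log2 fold change between the genotypes was 0.12 at LZ and -0.33 at PD (limma, standard error 0.20 for both, adjusted p = 1.00 and 0.192). At PD both Cnot4-null values were below both WT values. The change at PD was -0.99 relative to the median of all genes, -0.22 after quantile normalization and -0.87 after rescaling to the same median. Rescaling made the medians of genes with mean FPKM of at least 5 equal between libraries. Over the alternatives, limma's adjusted p for Cnot4 at PD ranged from 0.00338 to 0.295. The genotype of each library is taken from its label. The paper describes a deletion of exon 2 that shifts the reading frame. With 1 value per gene, the loss of a single exon cannot be seen, so the levels of Cnot4 do not test the genotype.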

Gene expression was assessed as fragments per kilobase of transcript per million mapped reads (FPKM). All samples were analyzed in duplicate, and there was high correlation between duplicates (Figure S6A, Supporting Information).

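Across the 15899 genes, the Spearman correlation between the duplicates was 0.941 in WT LZ, 0.947 in Cnot4-null LZ, 0.968 in WT PD and 0.892 in the libraries labelled Cnot4-null PD. Over all symbols, including those at 0, the last value was 0.932, the largest move of a duplicate correlation under another choice of genes. Between the genotypes, the correlations ranged from 0.925 to 0.943 at LZ and from 0.703 to 0.826 at PD. The range at PD moved more with the choice of genes. It was 0.823 to 0.889 over all symbols and 0.562 to 0.745 with mean FPKM of at least 5. These correlations are across genes, which are not independent replicates. The 10 highest genes held 7.68 and 12.2% of the summed FPKM in the Cnot4-null PD libraries and 9.10 and 9.01% in WT PD. Cnot4-null PD libraries listed 13887 and 14249 genes above 1 FPKM, against 10103 and 10076 in WT PD and between 11538 and 11823 at LZ.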

We characterized the transcripts that were differentially expressed during spermatogenesis (FPKM > 1, Figure S6B, Supporting Information). 

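In WT spermatocytes, limma called 9190 genes between PD and LZ, of which 5754 were lower and 3436 higher at PD (2 libraries per stage). The median gene changed by -0.32 on the log2 scale. With only the WT libraries in the model, the setting that moved this number most upwards, 10182 genes were called, and 8869 were shared with the fit of all libraries. In the libraries labelled Cnot4-null, 7316 genes were called between the same stages, of which 4423 were higher and 2893 lower at PD. The correlation of the deviations of same-numbered Cnot4-null libraries from their group means was 0.194, and with the replicate number as a block 7128 genes were called there, 4324 higher and 2804 lower. The direction of this split depended on the processing. Quantile normalization gave 3053 genes higher and 4878 lower (38.5% higher), and rescaling to the same median 4016 and 3806 (51.3% higher), against 60.5%.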

From LZ to PD, 4134 transcripts decreased. 

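Genes whose mean FPKM + 1 fell to under 1/2 from LZ to PD in WT had a median log2(FPKM + 1) of 3.93 and 3.75 in the WT LZ libraries and of 1.13 and 1.12 in WT PD. Their median was 3.85 and 3.76 in the libraries labelled Cnot4-null LZ and 2.97 and 3.39 in those labelled Cnot4-null PD. The difference between the genotypes at PD was larger than the difference between either pair of duplicates.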

The level of these transcripts was significantly higher in *Cnot4*‐null PD spermatocytes than in WT spermatocytes (Figure S5B, Supporting Information). 

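Fold changes were computed from the group means of FPKM + 1 (2 libraries per group). In the libraries labelled Cnot4-null LZ, 264 genes were at least 2 times higher and 485 at least 2 times lower than in WT LZ. In those labelled Cnot4-null PD, 6525 genes were at least 2 times higher and 1490 lower than in WT PD. With only genes whose mean FPKM was above 1 in both groups, the setting that moved the higher genes at PD most, the counts were 2560 and 1364 at PD and 123 and 236 at LZ. The median change over all genes was 0.66 on the log2 scale at PD and 0 at LZ. At PD it was 0.34 after each library was rescaled to the same median over genes with mean FPKM of at least 5. After quantile normalization the median change over all genes at PD was -0.047. The rescaled values gave 5371 genes at least 2 times higher and 2979 lower (64.3% higher), and the quantile-normalized values 3350 and 3278 (50.5% higher), against 81.4% higher in the values as deposited. At LZ, limma called 15 genes, 11 higher and 4 lower, and 1013 genes had an unadjusted p under 0.05. The largest rises among the called genes were in Snora61, Snord55 and Mir3068, each listed at 0 in both WT LZ libraries. The largest falls were in Mir3064, Mir1192 and Prnd, each listed at 0 in both Cnot4-null LZ libraries. Snora61 was listed at 1467 and 1298 FPKM in Cnot4-null LZ, and Prnd at 5.64 and 6.69 FPKM in WT LZ. Apart from Prnd, these are short microRNA and snoRNA entries. FPKM divides by length, so in them a few reads can give a high value, and the read numbers are not known. Among genes with a coding transcript, limma called 5 at LZ.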

The results of scattergram analyses revealed that 240 and 383 genes were upregulated and downregulated, respectively, by at least twofold in *Cnot4*‐null LZ spermatocytes; in comparison, a larger number of transcripts were deregulated (2565 upregulated and 1365 downregulated) in the PD spermatocytes with *Cnot4* knockout (**Figure** **6**A). This trend became more significant when we increased the fold change cut off to 5 (Figure S6C, Supporting Information). 

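At a fold of 5, 52 genes were higher and 51 lower in the libraries labelled Cnot4-null LZ than in WT LZ, and 2301 genes were higher and 80 lower in those labelled Cnot4-null PD than in WT PD. When each of the 4 ratios between single libraries had to pass the fold, 19 and 12 genes remained past it at LZ and 1253 and 27 at PD. With mean FPKM above 1 in both groups, 5 genes were higher and 13 lower at LZ, and 918 were higher and 49 lower at PD.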

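Between the libraries labelled Cnot4-null PD and WT PD, limma called 8449 genes, of which 6619 were higher and 1830 lower in Cnot4-null (78.3% higher). For each of these genes, both Cnot4-null values lay outside both WT values on the same side. Over all tested genes, 9250 (58.2%) were higher in every pair of libraries and 3676 (23.1%) lower, where chance gives 16.7% for each direction. Quantile normalization moved the split most among the settings fixed beforehand. It gave 3020 genes higher and 3963 lower (43.2% higher), and 4684 of its genes were shared with the calls above. Rescaling to the same median gave 5214 higher and 3966 lower (56.8% higher), with 7044 shared. The genotype effect differed between PD and LZ for 4770 genes by the interaction in the same model, 4139 higher and 631 lower. After quantile normalization 46.5% of the interaction calls were higher, and after rescaling 57.8%, against 86.8%. The largest rises among the called genes at PD were in Mir1956, Mir1982, Snord100, Mir705 and Snord55, which were listed at 0 in both WT PD libraries. Mir1956 was listed at 937 and 2284 FPKM in Cnot4-null PD. In such short microRNA and snoRNA entries a few reads can give a high FPKM. The size of these changes, and of that of Mir135a-1 below, may therefore rest on few reads. The largest falls were in Mir135a-1, Gm12669, Cypt9, Olfr1188 and Asb4, of which Mir135a-1, Gm12669 and Cypt9 were listed at 0 in both Cnot4-null PD libraries. Asb4 was listed at 63.2 and 56.9 FPKM in WT PD and at 9.47 and 0.312 in Cnot4-null PD (log2 fold change -4.04, standard error 0.87, adjusted p = 0.00782 by limma).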

Notably, there were more upregulated transcripts than downregulated transcripts in *Cnot4*‐null spermatocytes at the PD stage (Figure 6A and Figure S6C, Supporting Information).

**Figure 6:**
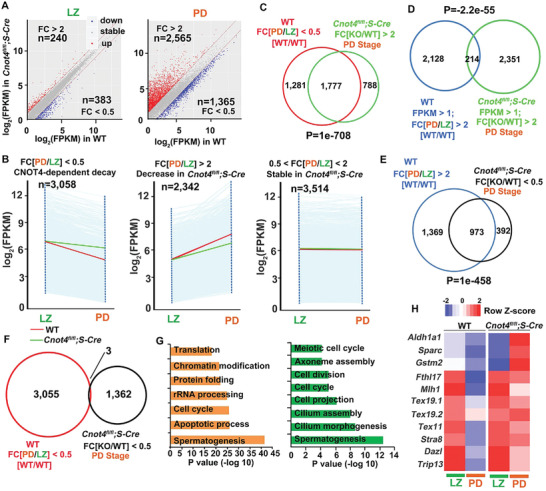
Transcriptomic analyses of the spermatocytes of *Cnot4^fl/fl^;Stra8‐Cre* males. A) Scatter plot of the relative levels of transcripts in the WT and *Cnot4*‐null spermatocytes. Transcripts (*n*) whose levels decreased or increased by more than twofold are highlighted in blue or red, respectively. FC: fold change. B) Dynamic changes in transcripts during spermatogenesis. Transcripts with FPKM > 1 were selected. Each light blue line represents the expression of a single gene, and the middle red and green line represent the median expression of the cluster in the spermatocytes of the WT and *Cnot4^fl/fl^;Stra8‐Cre* mice, respectively. C) Venn diagram of the transcripts whose numbers decreased from leptotene–zygotene (LZ) to pachytene–diplotene (PD) in WT spermatocytes but increased at PD in *Cnot4*‐null spermatocytes. *P* = 1e‐708 determined using two‐tailed Student's *t*‐tests. D) Venn diagram showing transcripts whose numbers increased from LZ to PD in WT spermatocytes and increased at PD in *Cnot4*‐null spermatocytes. *P* = −2.2e‐55 determined using two‐tailed Student's *t*‐tests. E) Venn diagram showing transcripts whose numbers increased from LZ to PD in WT spermatocytes and decreased at PD in *Cnot4*‐null spermatocytes. *P* = 1e‐458 determined using two‐tailed Student's *t*‐tests. F) Venn diagram of transcripts whose numbers decreased from LZ to PD in WT spermatocytes and decreased at PD in *Cnot4*‐null spermatocytes. G) Gene Ontology analysis of transcripts whose levels increased and decreased at PD in *Cnot4^fl/fl^;Stra8‐Cre* mice compared with the WT mice. H) Heatmap of the expression pattern of the transcripts showing increased levels at PD in *Cnot4^fl/fl^;Stra8‐Cre* mice compared with the WT mice. I) Relative mRNA levels of transcripts in LZ and PD stage spermatocytes in WT and *Cnot4^fl/fl^;Stra8‐Cre* mice.

We divided the transcriptomic changes from LZ to PD in WT mice into three clusters. Cluster I included genes whose transcripts notably declined from LZ to PD (FPKM[PD/LZ] < 0.5, *n* = 3058); included in Cluster II were the genes whose transcripts remarkably increased from LZ to PD (FPKM[PD/LZ] > 2, *n* = 2342); included in Cluster III were the genes whose transcripts remained stable (0.5 < FPKM[PD/LZ] < 2, *n* = 3514) (Figure 6B). 

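With the ratio taken between the mean FPKM + 1 of the 2 PD and the 2 LZ libraries of WT, 5414 genes fell into Cluster I, 3157 into Cluster II and 7328 into Cluster III. The number of genes in Cluster III moved most with the genes kept. With mean FPKM of at least 5 over the 8 libraries it was 3335, and with mean FPKM above 1 at both stages the clusters held 2861, 2206 and 3862 genes.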

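The median log2 change of Cluster I genes from WT PD to the libraries labelled Cnot4-null PD was 1.504, and it was 1.31 and 1.71 in the single Cnot4-null libraries. Relative to the median change of all genes it was 0.84. After quantile normalization the relative change was 0.81, and after rescaling to the same median 0.97. Of the Cluster I genes, 4907 (90.6%) were higher in both Cnot4-null PD libraries than in both WT PD libraries. Of all tested genes 58.2% were, where chance alone gives 16.7%. The clusters use the WT PD values that the change is measured against. When they were formed with WT PD replicate 1 and the change was measured against replicate 2, the median was 1.48, and the reverse gave 1.503.

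**Figure D1:**
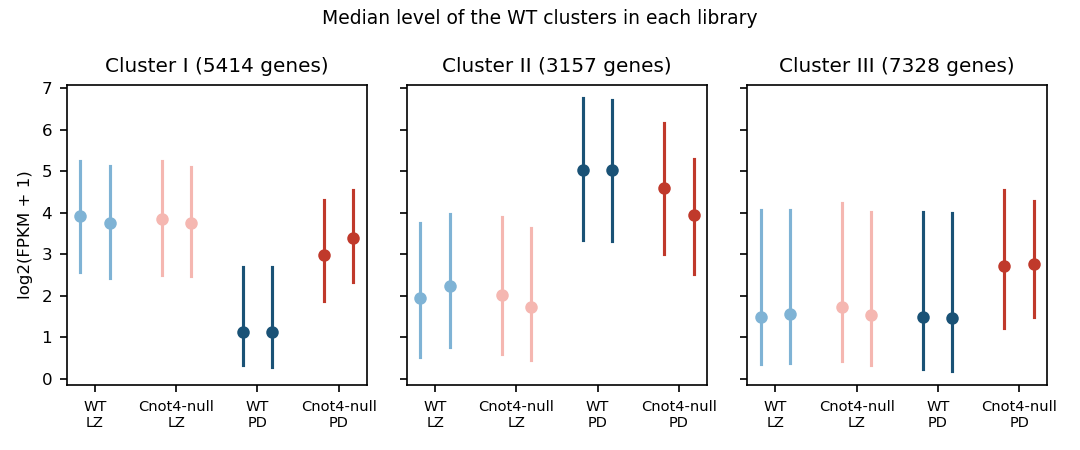
Median level of the genes of each WT cluster in each library, on the log2(FPKM + 1) scale. Points are medians over genes, lines run from the lower to the upper quartile, and the 2 points of a group are its libraries; in Cluster I the Cnot4-null PD medians are 2.97 and 3.39, between the LZ and the WT PD medians.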

Generally, the Cluster I transcripts that decreased from LZ to PD in WT spermatocytes were stabilized in *Cnot4*‐null spermatocytes (Figure 6B). The increase in Cluster II transcripts from LZ to PD was modestly impaired after *Cnot4* deletion. 

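Cluster II genes had a median log2 change of -0.93 from WT PD to the libraries labelled Cnot4-null PD, with -0.58 and -1.30 in the single libraries. Relative to all genes the change was -1.59, and it was -1.19 after quantile normalization and -1.67 after rescaling. Of these genes, 2350 (74.4%) were lower in both Cnot4-null libraries than in both WT libraries, and 261 (8.27%) were higher in both.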

The transcripts in Cluster III were not affected by *Cnot4* knockout (Figure 6B).

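For Cluster III genes the median log2 change was 0.55 from WT PD to the libraries labelled Cnot4-null PD, with 0.45 and 0.50 in the single libraries, and -0.11 relative to all genes. Of these genes, 4082 (55.7%) were higher and 1266 (17.3%) lower in every pair of libraries. The direction depended on the processing. The median change was -0.089 after quantile normalization and 0.0025 in genes with mean FPKM of at least 5, and relative to all genes it was -0.042 after quantile normalization and -0.025 after rescaling.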

The transcripts whose levels increased in *Cnot4*‐null spermatocytes (2565) at the PD stage mainly belonged to Cluster I (Figure 6C), and only a small portion (214) belonged to Cluster II (Figure 6D). 

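Of the genes at least 2 times higher in the libraries labelled Cnot4-null PD, 3798 (58.2%) were in Cluster I and 158 (2.42%) in Cluster II. With mean FPKM above 1 in both groups these numbers were 1700 and 76.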

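Of the genes at least 2 times lower in the libraries labelled Cnot4-null PD than in WT PD, 1330 (89.3%) belonged to Cluster II, which had risen from LZ to PD in WT, and 3 (0.201%) to Cluster I, which had fallen. When every pair of libraries had to differ by the fold, 585 of the lower genes were in Cluster II and 0 in Cluster I. Under quantile normalization the numbers were 2315 and 41.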

On the other hand, among the transcripts whose levels were decreased in *Cnot4*‐null spermatocytes (1365) at the PD stage, 973 belonged to Cluster II and only 3 belonged to Cluster I (Figure 6E,F). Therefore, *Cnot4* deletion mainly prevented the decrease of transcripts that should be removed from LZ to PD and impaired the accumulation of transcripts that should be newly expressed at PD.

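If membership in the clusters and in the changed sets were unrelated among the genes compared, 2222 genes would be shared by Cluster I and the genes higher at PD, 1296 by Cluster II and the higher genes, 296 by Cluster II and the lower genes, and 507 by Cluster I and the lower genes. The ratio of the observed to this number was 1.71 for Cluster I and higher, 0.122 for Cluster II and higher, 4.50 for Cluster II and lower, and 0.00591 for Cluster I and lower. The sets share the WT PD libraries, which alone raises the first and the third ratio. Of Cluster I, 70.2% of the genes were at least 2 times higher in the libraries labelled Cnot4-null PD, and of Cluster II, 42.1% were at least 2 times lower. From the 2 overlaps that are large and the 2 that are small, the paper concludes that the loss of CNOT4 mainly kept transcripts that are cleared between LZ and PD and impaired the gain of those that appear at PD.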

Gene ontology analysis revealed that the transcripts that were deregulated at the PD stage after *Cnot4* deletion were related to spermatogenesis, cilium morphogenesis, apoptosis, and cell cycle (Figure 6G). 

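Of the genes in the heatmap of Fig. 6H, 10 are reported. In WT, the log2 change from LZ to PD was negative for all of them, from -5.57 for Tex11 to -1.08 for Tex19.2, and limma's adjusted p was above 0.05 only for Aldh1a1 (0.0663). From LZ to PD in the libraries labelled Cnot4-null, 3 genes rose. The log2 change was 7.16 for Aldh1a1 (standard error 0.50, adjusted p = 0.000315 by limma), 5.33 for Sparc and 6.44 for Gstm2. Markers of Leydig cells were also higher in the Cnot4-null PD than in the WT PD libraries (median log2 change 3.12). Which cells the RNA of these 3 genes came from was not tested. Tex19.2 changed by 0.060 (adjusted p = 0.829), and by -0.16 after quantile normalization and -0.14 after rescaling. The other 6 fell, by -3.16 for Tex11, -1.998 for Dazl, -1.42 for Trip13, -1.34 for Stra8, -0.94 for Tex19.1 and -0.94 for Fthl17, with adjusted p above 0.05 for Fthl17 (0.0520). With the replicate number as a block, the adjusted p of Aldh1a1 was 0.000828 and that of Fthl17 0.0727, and the correlation of same-numbered Cnot4-null libraries was 0.194. Between Cnot4-null and WT at PD, all 10 were higher. The log2 fold change was 6.75 for Aldh1a1, 5.91 for Gstm2, 5.12 for Sparc, 4.44 for Stra8, 3.37 for Tex19.1, 2.60 for Dazl, 2.48 for Tex11, 1.67 for Trip13 and 1.18 for Tex19.2, and Fthl17 was listed at 0 in both WT PD libraries and at 2.17 and 3.23 FPKM in Cnot4-null PD. After quantile normalization the change of Tex19.2 was 0.49 (adjusted p = 0.133, and from 0.00310 to 0.133 over the alternatives).

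**Figure D2:**
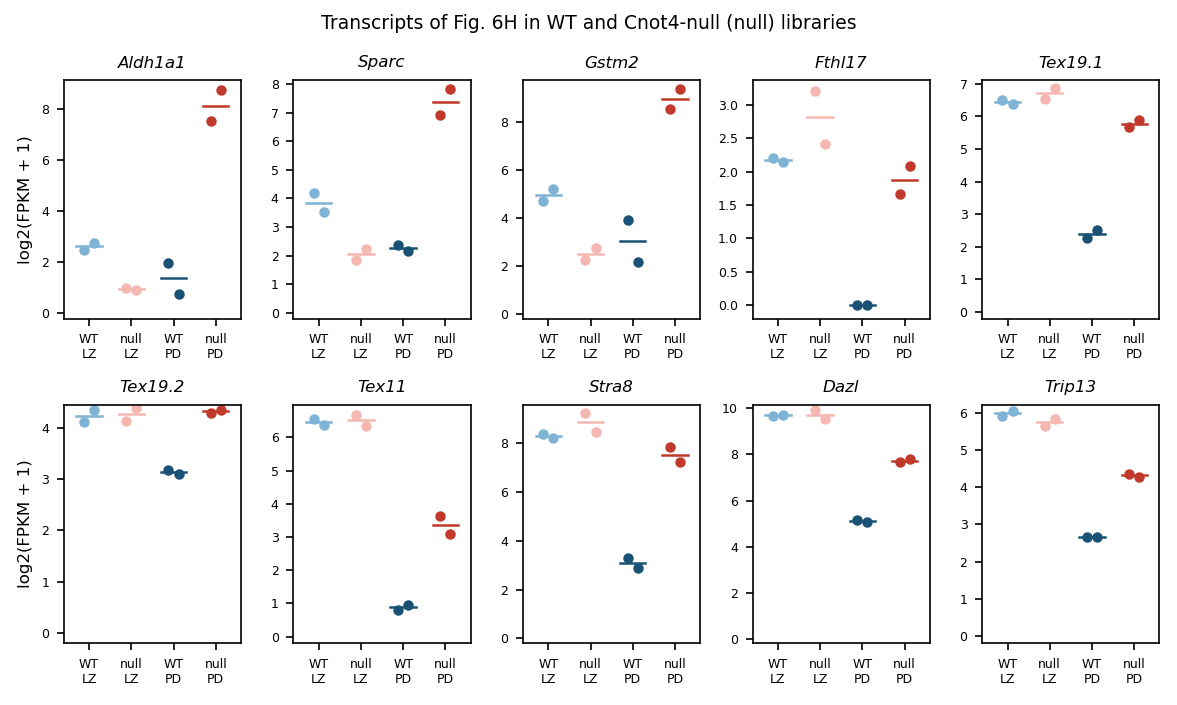
Levels of 10 genes of Fig. 6H on the log2(FPKM + 1) scale. Each point is a library and each line the mean of the 2 libraries of a group; Aldh1a1, Sparc and Gstm2 are above their LZ levels in the Cnot4-null PD libraries.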

The representative transcripts (reported as essential for spermatogenesis) decreased from LZ to PD in WT spermatocytes and increased from LZ to PD in *Cnot4*‐null spermatocytes (Figure 6H). 

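Xrcc4 encodes a factor of non-homologous end joining and lies on chromosome 13 of mm9 from 89913632 to 90229213. It was at 144 ± 5.53 FPKM (SD, n = 2) in WT PD and 35.5 ± 16.4 FPKM (SD, n = 2) in the libraries labelled Cnot4-null PD, a log2 fold change of -2.06 (standard error 0.41, adjusted p = 0.00575 by limma). Dmc1 lies on chromosome 15 from 79391930 to 79435529. It was listed at 1.16 and 0.590 FPKM in WT PD and at 8.58 and 9.22 in Cnot4-null PD, a log2 fold change of 2.42 (standard error 0.29, adjusted p = 0.000729) and 1.75 relative to all genes. At LZ, Dmc1 was at 107 ± 35.8 FPKM (SD, n = 2) in Cnot4-null and 83.6 ± 11.1 (SD, n = 2) in WT. Rpa2 rose by 1.88 (adjusted p = 0.000574) between WT PD and Cnot4-null PD, and Trp53bp1, which encodes 53BP1, by 0.60 (adjusted p = 0.0295), which is -0.065 relative to all genes. Quantile normalization gave a change of -0.070 for Trp53bp1. Xrcc6 rose by 2.04 (adjusted p = 0.000455 by limma), and Gapdh, the internal control of the paper's RT-qPCR, by 3.43 (adjusted p = 0.000108 by limma). The paper reports lower 53bp1 mRNA by RT-qPCR in Cnot4-null spermatocytes. Its RT-qPCR levels are relative to Gapdh and the FPKM here are not, so the measures are unlike.

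**Figure D3:**
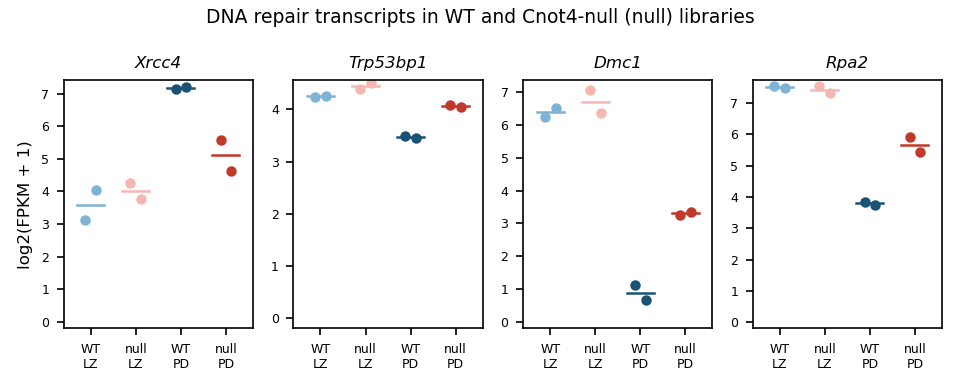
Levels of 4 DNA repair genes on the log2(FPKM + 1) scale. Each point is a library and each line the mean of the 2 libraries of a group; Xrcc4 is lower and Dmc1 higher in the Cnot4-null PD than in the WT PD libraries.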

RNA‐seq also confirmed that the transcripts encoding DNA repair factors, including *Xrcc4*, *Rad51*, and *Dmc1* (Figure S6D, Supporting Information), showed similar expression changes as indicated by the RT‐qPCR results in Figure 5. These results are consistent with those of the testicular phenotypes of *Cnot4^fl/fl^;Stra8‐Cre* mice.

We investigated whether the increase in the number of transcripts in *Cnot4*‐null spermatocytes at the PD stage was due to the long poly(A) tail at the 3′‐UTR of the transcripts. RT‐qPCR results indicated that the mRNA expression of the representative transcripts, as shown in Figure 6H, decreased in WT spermatocytes at LZ to PD and significantly increased in *Cnot4*‐null spermatocytes at PD (**Figure** **7**A). Next, we directly measured the poly(A) tail of the transcripts using a poly(A) tail assay. The poly(A) tails of these transcripts were remarkably shortened from the LZ to PD stages in WT spermatocytes, whereas the shortening was blocked in *Cnot4*‐null spermatocytes (Figure 7B,C). These findings reveal that specific transcripts are removed during the zygotene to pachytene transition following the shortening of the poly(A) tails and that CNOT4 is required for this process.

**Figure 7:**
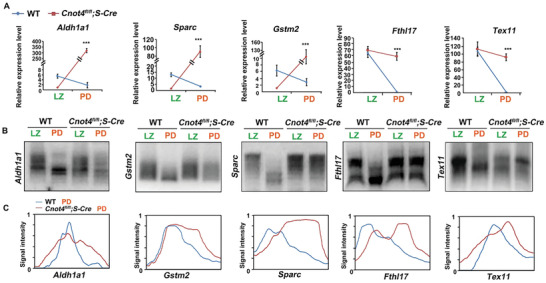
CNOT4 affects mRNA deadenylation and degradation from leptotene–zygotene (LZ) to pachytene–diplotene (PD) stage. A) Relative levels of transcripts in isolated wild‐type (WT) and *Cnot4*‐null spermatocytes measured using RT‐qPCR. B) Changes in poly(A) tail length of transcripts from the LZ to PD stage in isolated WT and *Cnot4‐null* spermatocytes using Poly(A) tail assay. C) Relative signal intensity (*y*‐axis) and length of the PCR products based on mobility (*x*‐axis).

### 2.8 Short Coding Sequences and 3′‐UTRs are Features of CNOT4‐Regulated Transcripts in the Spermatocytes

We sought to understand the features of transcripts that could be used for identifying degradation or the accumulation of transcripts in spermatocytes at the pachytene stage. Analysis of transcripts revealed that the length of the 5′‐UTR increased in transcripts that were downregulated during the zygotene‐to‐pachytene transition, whereas the length of the 3′‐UTR decreased in transcripts that were upregulated in the same samples (Figure S7A, Supporting Information). 

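Lengths were taken from the longest coding transcript of each gene in GENCODE vM1, annotated on the assembly of mm9, to which 21870 of the 23235 symbols (94.1%) were matched. The mean length of the 5′UTR was 234 nt in genes at least 2 times lower at PD than at LZ in WT, 248 nt in stable genes and 238 nt in higher genes. The lower genes were 13.7 nt shorter than the stable ones (a difference of -13.7 nt, permutation test, two-sided, adjusted p = 0.0173 over 18 comparisons). In genes with mean FPKM of at least 5 the difference was -8.13 nt (permutation test, adjusted p = 0.293). For the 3′UTR the means were 1484 nt in lower, 1365 nt in stable and 1120 nt in higher genes. The higher genes differed from the stable ones by -245 nt (permutation test, adjusted p = 3.6e-05), with p = 1e-05, the smallest that the permutations can give. Genes are not replicates, so these p-values compare lists of genes and not animals.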

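By the same measure, genes at least 2 times lower in the libraries labelled Cnot4-null PD than in WT PD had a mean 5′UTR of 224 nt, against 243 nt in stable and 243 nt in higher genes. The difference from stable genes was -18.2 nt (permutation test, two-sided, adjusted p = 0.0453), and it was -11.7 nt (adjusted p = 0.0694) with lengths averaged over a gene's coding transcripts. The mean coding sequence was 1387 nt in lower, 1732 nt in stable and 1627 nt in higher genes. For the 3′UTR the means were 1175, 1409 and 1344 nt. Lower genes differed from stable ones by -345 nt in the coding sequence and by -234 nt in the 3′UTR, and higher genes by -105 nt (permutation test, adjusted p = 0.000225) and -64.4 nt (adjusted p = 0.0165). A coding transcript was found for 85.1% of the lower, 91.5% of the stable and 91.0% of the higher genes.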

The transcripts downregulated in *Cnot4*‐null spermatocytes at the pachytene stage had relatively long 5′‐UTRs, whereas the transcripts that remained unaffected after *Cnot4* knockout at the pachytene stage had long coding sequences and 3′‐UTRs (Figure S7B, Supporting Information). The 3′‐UTR contains many types of consensus regulatory sequences for RNA‐binding proteins (RBPs). The transcripts that were unaffected after *Cnot4* knockout had fewer polyadenylation signals in their 3′‐UTRs, and the transcripts whose numbers decreased in *Cnot4*‐null spermatocytes had fewer AU‐rich elements (Figure S7C, Supporting Information). However, the consensus binding sequence of CNOT4 (GACAGA) was not enriched in the 3′‐UTRs of transcripts that were degraded in a CNOT4‐dependent manner (Figure S7D, Supporting Information).

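Motifs were counted per 1000 nt in 3′UTRs of at least 100 nt, a measure chosen after the values had been seen. Genes lower in the libraries labelled Cnot4-null PD had a mean of 3.05 polyadenylation signals, stable genes 2.63 and higher genes 2.61. Higher and stable genes differed by -0.011 (permutation test, two-sided, adjusted p = 0.828 over 12 comparisons). Lower genes differed from stable genes by 0.43 (permutation test, adjusted p = 3.0e-05, from the smallest p the permutations can give). The mean number of AU-rich elements was 2.08 in lower, 1.78 in stable and 1.66 in higher genes, and lower genes differed from stable ones by 0.30 (permutation test, adjusted p = 3.0e-05). Genes are not replicates in these tests.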

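The mean number of GACAGA sequences per 1000 nt of 3′UTR was 0.390 in genes at least 2 times higher in the libraries labelled Cnot4-null PD, 0.396 in stable genes and 0.384 in lower genes. The difference between higher and stable genes was -0.0064 (permutation test across genes, two-sided, p = 0.695, adjusted p = 0.828).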

TUT4/7‐mediated mRNA terminal uridylation is also required for the degradation of a subpopulation of transcripts in pachytene spermatocytes. Transcripts that decreased from LZ to PD in WT spermatocytes overlapped with the transcripts that increased at PD stages in *Cnot4*‐null spermatocytes (Figure S7E, Supporting Information). However, neither group notably overlapped with the TUT4/7‐targeted transcripts in pachytene spermatocytes. These results suggest that CNOT4 regulates mRNA stability in spermatocytes by directly or indirectly interacting with other RBPs instead of recruiting substrates. In addition, CNOT4 and TUT4/7 targeted distinct groups of transcripts for degradation in the meiotic prophase.

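Among the 6619 genes that limma called higher in the libraries labelled Cnot4-null PD than in WT PD, 4075 were in Cluster I and 2544 outside it. Of the genes in Cluster I, 253 exceeded 2 times the higher of the WT LZ and Cnot4-null LZ means, and of those outside, 1689 did. Cluster I genes lie under 1/2 of the WT LZ mean in WT PD by definition, which favours this split.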

### 2.9 CNOT4 is an mRNA Adaptor of CCR4‐NOT Deadenylase during Spermatogenesis

In vitro biochemical and biophysical studies have indicated that CNOT4 contains an RRM in its N‐terminal region and interacts with the CCR4‐NOT complex through a CNOT9‐binding motif^[^ ^17^, ^37^, ^38^ ^]^ (**Figure** **8**A). In testis lysates, endogenous CNOT4 and CNOT7 were co‐immunoprecipitated by a CNOT7 antibody, suggesting that they were in the same protein complex (Figure 8B). Because there are no commercially available antibodies to pull down endogenous CNOT4, we expressed HA‐CNOT4 in HeLa cells, enriched the protein using HA‐beads, and incubated the beads with testis lysates. Co‐immunoprecipitation indicated that CNOT4 interacts with endogenous CNOT7 but not with CNOT6/6L in the testis (Figure 8C).

**Figure 8:**
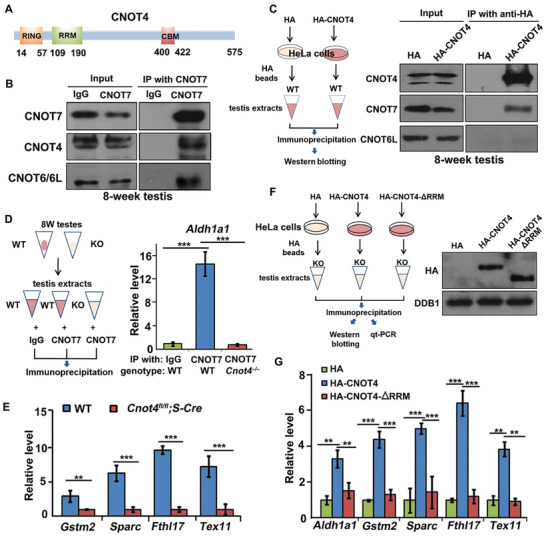
Role of CNOT4 in mediating mRNA deadenylation in the prophase of meiosis. A) Schematic diagram of the domains of mouse CNOT4 protein. RING: RING‐type E3 ubiquitin ligase domain; RRM: RNA recognition motif; CBM: CNOT9‐binding motif. B) Co‐immunoprecipitation and western blotting of endogenous CNOT4 and CNOT7 in the testicular lysate. C) Co‐immunoprecipitation and western blot results of CNOT4 interaction with CNOT7 but not CNOT6/6L in the testicular lysate. D) RNA immunoprecipitation assay for the detection of CNOT7 interaction with mRNAs. E) Interaction of CNOT7 with mRNAs measured using RT‐qPCR. F) RNA immunoprecipitation assay for the detection of CNOT4 binding with mRNAs. Western blotting of HA‐CNOT4 and HA‐CNOT4‐ΔRRM; DDB1 was used as a loading control. G) Relative levels of the mRNAs immunoprecipitated by HA‐CNOT4 and HA‐CNOT4‐ΔRRM, measured using RT‐qPCR.

As CNOT4 contains an RRM that directly binds mRNA, we speculated that CNOT4 might function as an mRNA adaptor of CNOT7 in mediating transcript clearance during spermatogenesis. ALDH1A1, which is a protein that is specifically expressed in the testes, plays important roles in maintaining low levels of retinoic acid in early testicular development and regulates spermatogenesis after birth. RNA immunoprecipitation indicated that endogenous *Aldh1a1* mRNA coprecipitates with CNOT7 in WT but not in *Cnot4^fl/fl^;Stra8‐Cre* testes (Figure 8D). We tested the interactions of CNOT7 with transcripts that were stabilized in *Cnot4*‐null spermatocytes as shown in Figures 6 and 7. Although these transcripts were higher in *Cnot4*‐null spermatocytes than in WT spermatocytes, they were precipitated at lower levels by endogenous CNOT7 (Figure 8E). This result suggested that CNOT4 mediates the interaction of CNOT7 with its target transcripts.

Next, we tested whether CNOT4 recognizes CNOT7‐targeted mRNAs through its putative RRM. Hemagglutinin (HA)‐tagged CNOT4 and its RRM‐deleted form (ΔRRM) were expressed in HeLa cells and immunoprecipitated with anti‐HA antibody‐conjugated beads. The beads were then incubated with the testis lysates of *Cnot4;Stra8‐Cre* mice, which had minimal levels of endogenous CNOT4 (Figure 8F). RNA immunoprecipitation and RT‐qPCR indicated that these endogenous mRNAs were enriched by HA‐CNOT4 but not by HA‐CNOT4‐ΔRRM (Figure 8G). Therefore, CNOT4 likely associates with mRNA via the RRM.

## 3 Discussion

In eukaryotes, the poly(A) tail is a major determinant of mRNA steady state. Removal of the poly(A) tail by deadenylation is usually the first and rate‐limiting step in mRNA turnover and is important for transcriptome balance.^[^ ^39^ ^]^ According to the canonical working model of poly(A) tail removal, a long poly(A) tail (approximately 250 bp) is initially trimmed by the PAN2‐PAN3 deadenylase complex to ≈150 bp.^[^ ^40^ ^]^ This is followed by a CCR4‐NOT‐mediated deadenylation cycle in which CNOT6 (or CNOT6L) is activated by interactions with cytoplasmic poly(A)‐binding proteins (PABPCs). CNOT6/6L digests PABPC‐bound nucleotides and releases a PAPBC monomer from the tail; the free poly(A) end is then an ideal substrate for CNOT7/8. The degradation by CNOT7/8 removes the free A tail and reactivates CNOT6/6L.^[^ ^5^, ^6^ ^]^ However, the fact that *Cnot6/6l‐*null mice were healthy indicates that this mechanism is dispensable in vivo. In particular, although *Cnot7^−/−^* male mice were infertile,^[^ ^22^ ^]^ the spermatogenesis of *Cnot6/6l^−/−^* male mice was normal, suggesting that the CNOT7 catalytic subunit is sufficient to maintain a functional deadenylation complex when CNOT6/6L is absent. In previous studies, the combination of purified CNOT6 and CNOT7 was required for removing poly(A) tails in an in vitro system,^[^ ^5^, ^6^ ^]^ In contrast, as demonstrated in this study, CNOT7 functions independently of CNOT6/6L in the cellular environment (such as in male germ cells) with the involvement of other regulatory factors such as CNOT4. CNOT6/6L may be an accessory subunit of CCR4‐NOT under certain conditions, such as in maturing oocytes,^[^ ^18^, ^41^ ^]^

CNOT4 is an evolutionarily conserved regulatory subunit of CCR4‐NOT in yeast and humans. However, the importance of CNOT4 in metazoans has not been assessed in vivo, and its role in CCR4‐NOT‐mediated mRNA deadenylation remains unclear. Although studies in yeast and immortalized human cell lines have demonstrated that CNOT4 mediates the degradation of several proteins as a ubiquitin E3 ligase,^[^ ^11^, ^12^, ^13^, ^14^, ^15^, ^16^ ^]^ these CNOT4‐involved biochemical processes are CCT4‐NOT‐independent and unrelated to mRNA stability. In this study, we constructed *Cnot4* knockout and conditional knockout mice. The homozygous *Cnot4* knockout caused embryonic degeneration shortly after implantation. The phenotype of *Cnot4* knockout mice (embryonic lethality) is much more severe than that of *Cnot7^−/−^* mice.^[^ ^18^, ^19^, ^22^ ^]^ This is most likely due to the redundancy of *Cnot7* and *Cnot8* in forming a functional CCR4‐NOT complex during embryonic development. However, *Cnot7* was predominantly expressed in the mouse testis.^[^ ^22^ ^]^ Furthermore, *Cnot7* expression was much higher than that of *Cnot8* in male germ cells. Therefore, the deletion of *Cnot7* was not compensated by the expression of *Cnot8*.

*Cnot4* knockout (*Cnot4^−/−^*) causes embryonic degeneration shortly after implantation, whereas *Cnot4* deletion in male germ cells (*Cnot4^fl/fl^;Stra8‐Cre*) blocks spermatogenesis as early as metaphase I. These phenotypes indicate that CNOT4 is a developmentally indispensable protein in both somatic and germ cells. The spermatogenesis defect in *Cnot7* knockout mice is more extensive than that observed in *Cnot4* conditional knockout mice. As described by Berthet et al.,^[^ ^22^ ^]^ defects in spermatogenesis can be visualized by Sertoli cell vacuolization and tubular disorganization. Because *Cnot7* is deleted in all cell types, including testicular somatic cells, this phenotype could be linked to a defect(s) in germ cells and/or inadequate Sertoli cell function, leading to a complete disappearance of germ cells. In contrast, we deleted *Cnot4* in only male germ cells after meiotic entry, and the function of CCR4‐NOT in Sertoli cells and mitotic germ cells was not affected.

Upon further investigation, we detected an endogenous deadenylation complex containing CNOT4 and CNOT7, but not CNOT6/6L, in spermatogenic cells. CNOT4 and CNOT7 promote the removal of a large number of mRNAs from the zygotene‐to‐pachytene transition in the prophase of meiosis. Experimental evidence suggests that CNOT4 is a bona fide RBP involved in this process and functions as a substrate adaptor of CNOT7 by recruiting the target mRNAs through its RRM. Analyses of the *Cnot4‐*null spermatocytes indicated that CNOT4‐regulated mRNA deadenylation is required for: 1) the appropriate expression of genes involved in the subsequent events of spermatogenesis; 2) timely DSB repair during meiosis; and 3) efficient synapsis and crossover between X and Y chromosomes. The sterility of *Cnot4^fl/fl^;Stra8‐Cre* male mice may be due to the disruption of the spermatocyte transcriptome during the zygotene‐to‐pachytene transition, insufficient expression of genes required for spermatogenesis after the pachytene stage, and build‐up of unrepaired DSBs. The combination of these abnormalities eventually drives spermatocytes to undergo apoptosis before forming spermatozoa. The first role of CNOT4‐mediated mRNA decay is reminiscent of that of BTG4‐ and PABPN1L‐regulated maternal mRNA clearance during oocyte‐to‐embryo transition, which is a prerequisite for zygotic genome activation.^[^ ^20^, ^42^ ^]^ We believe that the second and third roles of CNOT4‐mediated mRNA decay stated above are the significant findings of this study as mRNA stability has not been previously associated with meiosis‐associated DNA repair and sex chromosome pairing, both of which are unique processes of the meiosis prophase. Moreover, these events are sex‐dependent as they are observed only in heterozygous X and Y chromosomes.

*Aldh1a1* is highly expressed in a male‐specific manner in somatic cells in the mouse gonads of developing mouse testes.^[^ ^43^ ^]^ *Aldh1a1* is also expressed in spermatocytes.^[^ ^32^ ^]^ Knockout of *Cnot4* resulted in mRNA accumulation during the LZ‐PD transition process, and *Aldh1a1* was one of the upregulated genes. Therefore, we selected *Aldh1a1* as an example for the RNA immunoprecipitation experiments. 

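Aldh1a1 lies on chromosome 19 of mm9 from 20676451 to 20717952. It was listed at 4.60 and 5.72 FPKM in WT LZ, 0.998 and 0.889 in the libraries labelled Cnot4-null LZ, 2.94 and 0.711 in WT PD, and 183 and 421 in those labelled Cnot4-null PD. With each of the 4 PD libraries left out in turn, its log2 fold change between Cnot4-null and WT at PD ranged from 6.14 to 7.35. The paper names both gonadal somatic cells and spermatocytes as cells that express Aldh1a1. Leydig markers were higher in the same Cnot4-null PD libraries (median log2 change 3.12). The values therefore do not show which cells the Aldh1a1 RNA came from.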

As a retinoic acid (RA)‐synthesizing enzyme, ALDH1A1, is expressed in fetal ovaries, providing a source of RA that induces meiosis entry.^[^ ^44^ ^]^ We hypothesized that CNOT4 mediates CNOT7 interaction with *Aldh1a1* transcripts and induces the degradation of *Aldh1a1* in spermatocytes. This might be a mechanism by which *Aldh1a1* expression is downregulated in germ cells.

The molecular basis underlying failed DSB repair and abnormal XY chromosome pairing events caused by *Cnot4* knockout require further investigation. Homologous DNA recombination is initiated when 200 to 250 DSBs are generated during meiosis in individual mouse spermatocyte.^[^ ^45^, ^46^ ^]^ As meiosis progresses to the late zygotene stage, most of these DSBs are repaired without the exchange of flanking chromosome arms (non‐crossover), and a subset of DSBs leads to crossovers involving a reciprocal exchange between homologs. Sex chromosomes in males have only a small region of homology, known as the pseudoautosomal region (PAR), which enables pairing; therefore, they are more vulnerable than autosomes to recombination failure.^[^ ^25^ ^]^ DSB formation and repair in PARs are under distinct genetic control and occur later than in autosomes.^[^ ^25^, ^26^ ^]^ *Cnot4* knockout impaired DSB repair, particularly in the sex chromosomes. Moreover, the transcriptomic imbalance caused by *Cnot4* knockout led to the upregulation of proteins in the HR DSB repair pathway and the insufficient expression of proteins of the NHEJ pathway, including XRCC and 53BP1. The NHEJ pathway plays a more important role than HR in repairing later‐stage DSBs and is mainly enriched in PARs.^[^ ^36^ ^]^ It is possible that these persistent DSBs prevent crossover in PARs and lead to inviable gametes (**Figure** **9**). Conversely, a lack of crossover may also cause persistent DSBs.

**Figure 9:**
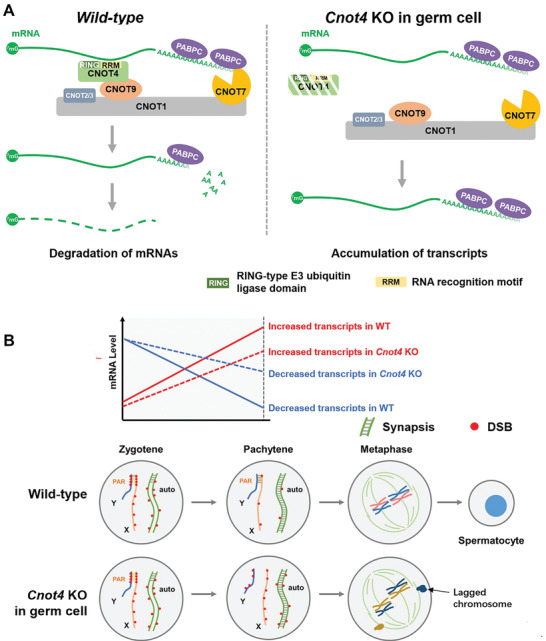
Function of CNOT4 in regulating mRNA stability during the zygotene‐to‐pachytene transition during spermatogenesis. A) Under physiological conditions, a deadenylation complex contains CNOT7 and CNOT4 in male germ cells. CNOT4 as an RNA‐binding protein facilitates CNOT7‐mediated deadenylation and degradation of mRNAs from the zygotene to the pachytene stage of spermatogenesis through its RNA recognition motif (RRM). B) The CCR4‐NOT^CNOT4^‐dependent mRNA removal in the prophase of meiosis is required for 1) the appropriate expression of genes involved in the subsequent events of spermatogenesis; 2) the normal progress of DSB repair during meiosis; and 3) the efficient crossover between X and Y chromosomes. *Cnot4*‐deletion in male germ cells causes the accumulation of transcripts that should have been degraded, leads to defects in DSB repair and XY chromosome pairing, and ultimately results in metaphase arrest and the apoptosis of spermatocytes.

The pachytene stage lasts seven days in mice and can be divided into early, mid, and late substages because of the drastic chromosome configuration changes. Therefore, any delay in pachytene progression, and hence accumulation of early pachytene spermatocytes, would be reflected in the transcriptome and explain the higher frequency of spermatocytes with unrepaired DSB foci, instead of indicating a direct effect of *Cnot4* deletion. We observed the first wave of spermatogenesis in WT and *Cnot4* conditional knockout mice. In both strains, pachytene spermatocytes were detected as early as postnatal day 17, suggesting that there is no delay in pachytene entry in *Cnot4* conditional knockout mice. In addition, the proportions of spermatocytes at the four stages of meiotic prophase did not change after *Cnot4* knockout, suggesting that pachytene progression is not significantly delayed (Figure 3B).

Although we cannot rule out the possibility that CNOT4 may regulate these processes through mechanisms unrelated to CCR4‐NOT, it is highly likely that the abnormal accumulation of transcripts is a major causal factor, as deletion of *Cnot7* and *Tut4/7* also causes severe defects in meiosis I.^[^ ^22^, ^29^ ^]^ According to the currently accepted models, CNOT7 is the effector of CNOT4‐mediated mRNA poly(A) shortening, and CCR4‐NOT‐trimmed mRNAs are shuttled to TUT4/7 for further modification and degradation.^[^ ^31^, ^41^ ^]^ Nevertheless, the results of our transcriptomic analyses indicate that *Cnot4* deletion causes a more significant accumulation of transcripts compared with the *Tut4/7* knockout.^[^ ^29^ ^]^ Furthermore, CNOT4 and TUT4/7 do not target the same transcripts, and their targeted transcripts have feature differences related to their length and regulatory elements in the 3′‐UTRs. Therefore, CNOT4 and TUT4/7 are required for the clearance of distinct subpopulations of transcripts, and both are essential for spermatogenesis.

The CCR4‐NOT complex promotes mRNA degradation at specific stages during spermatogenesis. In this process, specific mRNA‐binding proteins must be recruited to identify appropriate mRNAs for degradation. In male mice, NANOS2 binds to CNOT1, and with the assistance of another RBP, namely DND1, induces the degradation of specific mRNAs in spermatogonial stem cells.^[^ ^47^, ^48^ ^]^ Male mice with homozygous *Nanos2* knockout lack germ cells in the testes.^[^ ^48^ ^]^ In the final stage of spermatogenesis, the catalytic subunit CNOT7 in the CCR4‐NOT complex may form a piRNA‐induced silencing complex (pi‐RISC) to promote deadenylation and degradation of large amounts of mRNAs during spermiogenesis.^[^ ^49^ ^]^ However, metaphase I arrest of *Cnot4*‐null spermatocytes prevented us from evaluating the potential requirement of CNOT4 in piRNA‐mediated mRNA decay during the final morphogenesis of male germ cells.

The RRM of CNOT4 was reported to recognize the specific sequence GACAGA on mRNA (http://cisbp‐rna.ccbr.utoronto.ca/TFreport.php?searchTF=T39925_0.6). However, this sequence is not enriched in mRNAs that are targeted for degradation by CNOT4 during the zygotene‐to‐pachytene transition. We hypothesize that other sequence or structural features of mRNAs, which are recognized by other RBPs, are involved in prophase‐associated paternal mRNA clearance during meiosis. Further investigation is required to identify whether these additional RBPs interact with CNOT4 or other regulatory subunits of CCR4‐NOT.

## 4 Experimental Section

##### Animals

The *Cnot4^fl/fl^* mouse strain (EPD0682_3_G11) was purchased from the Wellcome Trust Sanger Institute. *Cnot6^−/−^* mice were produced using the CRISPR‐CAS9 system. *Cnot6l^−/−^* mice have been previously reported.^[^ ^18^ ^]^ All mouse strains had a C57BL/6J genetic background. The experimental procedures were approved by the Zhejiang University Institutional Animal Care and Research Committee (Approval# ZJU20170014 to HYF), and mouse care was performed in accordance with the relevant guidelines and regulations of Zhejiang University.

##### Isolation of Spermatocytes

We used 6‐week‐old male C57BL/6 mice to prepare spermatogenic cells at different stages. The fluorescence‐activated cell sorting (FACS) was performed according to a published protocol.^[^ ^50^ ^]^ After the removal of the tunica albuginea, the testes were incubated in 5 mL phosphate‐buffered saline (PBS) with collagenase type I (120 U mL^−1^) at 32 °C with gentle agitation for 10 min. The dispersed seminiferous tubules were further digested with 5 mL of 0.25% trypsin and 0.1 mL DNase I (5 mg mL^−1^) at 32 °C for 8 min. The digestion was terminated by adding 0.5 mL fetal bovine serum (FBS). The resulting suspension was passed through a 70 µm cellular filter. After centrifugation, the cells were resuspended at a concentration of 10^6^ cells mL^−1^ in Dulbecco's modified Eagle's medium (DMEM) with Hoechst 33 342 (5 µg per 10^6^ cells) and 5 µL DNase I, followed by gentle rotation for 30 min at 32 °C. Immediately prior to sorting, the cells were stained with propidium iodide (PI) (1 µg per 10^6^ cells) at 25 ± 2 °C.

Cell populations were collected according to their fluorescent label with Hoechst 33 342/PI staining using FACS (BD Bioscience).

##### Histological and Immunofluorescence Analyses

Testes were fixed in Bouin's buffer or 4% paraformaldehyde (PFA), embedded in paraffin, and sectioned. The sections were deparaffinized, rehydrated, and stained with hematoxylin and eosin (H&E). For immunofluorescence analysis, the sections were boiled in 10 mm sodium citrate buffer (pH 6.0) for 15 min, cooled to 25 °C, washed, blocked with 10% donkey serum for 60 min, and incubated with primary antibodies overnight at 4 °C. Then, the slides were washed and incubated with Alexa Fluor 488‐ or 594‐conjugated secondary antibodies (Jackson ImmunoResearch Laboratories) for 1 h. The slides were mounted with DAPI (Molecular Probes) and imaged under a confocal microscope equipped with a camera (Olympus).

For immunohistochemical analyses, incubation with primary antibodies was performed using biotin‐labeled secondary antibodies. The antibodies were further developed using Vectastain ABC kit and 3,3‐diaminobenzidine peroxidase substrate kit (Vector Laboratories, Burlingame, CA, USA). The slides were then counterstained with hematoxylin and mounted.

##### Western Blotting

Spermatogenic cells at a density of 5 × 10^4^ cells mL^−1^ were lysed in a loading buffer containing 2‐mercaptoethanol and heated at 95 °C for 5 min. Sodium dodecyl sulfate‐polyacrylamide gel electrophoresis (SDS‐PAGE) and western blotting were performed according to standard procedures using a Mini‐PROTEAN Tetra Cell System (Bio‐Rad). Antibodies used are listed in Table S1, Supporting Information.

##### Meiotic Nuclear Spreading and Immunofluorescence Staining

Testis cell spreads were prepared as described previously.^[^ ^51^ ^]^ Seminiferous tubules were treated with hypotonic buffer (30 mm Tris, 5 mm EDTA, 50 mm sucrose, 17 mm trisodium citrate dehydrate, and 0.5 mm dithiothreitol; pH 8.2) for ≈30 min, resuspended, and crushed in 100 mm sucrose buffer (pH 8.2). The suspension was then gently spread onto slides with fixative buffer (1% PFA and 0.15% Triton X‐100; pH 9.2). After 2 h incubation in a moist box, the slides were air‐dried, washed with PBS three times, and stained for immunofluorescence analysis. The slides were blocked with 10% donkey serum and incubated with the primary antibody for 1 h at room temperature. Slides were then washed and incubated with Alexa Fluor 488‐ or 594‐conjugated secondary antibodies and observed using confocal microscopy and ultra‐high‐resolution microscopy (Olympus FVMPE‐RS). Semi‐quantitative analysis of the fluorescence signals was conducted using ImageJ (NIH Imaging program).

##### Metaphase I Chromosome Spreads

MI chromosome spreads were prepared according to a previous report with some modifications.^[^ ^52^ ^]^ Whole testes were suspended in isotonic (2.2%) sodium citrate solution. The suspension was centrifuged, resuspended in 1% sodium citrate solution for 12 min, centrifuged again using the same parameters, and fixed in a 3:1 mixture of absolute ethyl alcohol:glacial acetic acid. After two quick washes in PBS, air‐dried preparations were prepared from the final suspension and stained with Giemsa stain.

##### Fluorescence In Situ Hybridization

Plasmid DNA (chromosome Y: pY353/B; chromosome X: DXWas70) was labeled with SpectumRed dUTP (Vysis, 30–803400) or SpectrumGreen dUTP (Vysis, 30–803200) using a Bioprime DNA labeling system (Invitrogen, 18 094). Spermatocytes separated by FACS were fixed on a glass slide, washed with 2 × SSC (sodium citrate saline buffer) for 10 min, and dehydrated in 80%, 90%, and 100% ethanol for 2 min. The above‐mentioned FISH probe was denatured on a glass slide on a hot plate at 80 °C for 8 min and hybridized in a humid chamber at 37 °C for 48 h. After three washes, the slides were fixed with a fixing medium containing SYCP3. The slides were then washed, incubated with the secondary antibody, and imaged by confocal microscopy.

##### Cell Culture, Plasmid Transfection, and Immunoprecipitation

HeLa cells were cultured in DMEM (Invitrogen) containing 10% FBS (Hyclone) and 1% penicillin–streptomycin solution (Gibco) in a humidified incubator containing 5% CO_2_ at 37 °C. Plasmids were transfected using Lipofectamine 2000 (Invitrogen). After transfection for 48 h, the cells were harvested in a lysis buffer containing 50 mm Tris‐HCl (pH 7.5), 150 mm NaCl, 10% glycerol, and 0.5% NP‐40. The supernatant was immunoprecipitated with gels of different affinities (Sigma‐Aldrich) after centrifugation. Gel beads were washed with lysis buffer after incubation at 4 °C for 4 h. Bead‐bound proteins were eluted using SDS buffer for western blot analysis.

##### Poly(A) Tail Assay

Total RNA was isolated from 10^5^ spermatocytes at different stages using TRIzol. P1 (GCGAGCTCCGCGGCCGCGT_12‐30_) was anchored to Oligo(dT) using T4 DNA ligase. Reverse transcription was performed with oligo(dT)‐anchored P1 using SuperScript IV (Invitrogen). The products were amplified with gene‐specific primers (Table S2, Supporting Information) and the dT anchor primer P1. A0 was amplified using PCR and gene‐specific primers P2 (Table S2, Supporting Information). The PCR conditions were as follows: 30 s at 94 °C, 20 s at 58 °C, and 40 s at 72 °C. The PCR products were electrophoresed on a 2% agarose gel.

##### RNA‐Seq Library Preparation

Spermatocytes at different stages were collected according to genotypes (500 cells per sample) by using FACS. Each sample was directly lysed with 4 µL of lysis buffer (0.2% Triton X‐100, RNase inhibitor, dNTPs, oligo‐dT primers) and immediately used for cDNA synthesis using the Smart‐Seq2 (Illumina) as previously described.^[^ ^53^ ^]^ Sequencing libraries were constructed from 500 pg of amplified cDNA using TruePrep DNA Library Prep Kit V2 for Illumina (Vazyme, TD503) according to the manufacturer's instructions. Barcoded libraries were pooled and sequenced on the Illumina HiSeq X Ten platform to generate 150‐bp paired‐end reads.

##### RNA‐Seq Analysis

RNA‐seq analysis was performed in duplicate using biological replicates for all samples (spermatocytes isolated from testes by flow cytometry). Raw reads were trimmed to 50‐bp reads and mapped to the mouse genome (mm9) using TopHat (v2.1.1) with default parameters. Uniquely mapped reads were subsequently assembled into transcripts using reference annotation (University of California at Santa Cruz [UCSC] gene models) and Cufflinks (v2.2.1). Gene expression was quantified as FPKM, and FPKM values of replicates were averaged. Only the expressed genes (FPKM > 1 in at least one sample) were considered in all analyses. Functional annotation was performed using Metascape (http://metascape.org). Statistical analyses were performed using R (http://www.rproject.org). The Spearman correlation coefficient (rs) was calculated by using the “cor” function, and the complete linkage hierarchical algorithm was used to cluster the genes. Other information on RNA‐seq data used in this study is summarized in Table S4, Supporting Information.

##### RNA Isolation and Quantitative RT‐PCR

Total RNA in spermatocytes was extracted using the RNeasy Mini kit (Qiagen, 74 106) according to the manufacturer's instructions, and was reversely transcribed using the PrimeScript II 1st strand cDNA Synthesis (Takara, 6210A). A random primer (hexadeoxyribonucleotide mixture; pd(N)6;Takara,3801) (50 µM) was used to guide the reverse transcription. RT‐qPCR was performed using Power SYBR Green PCR Master Mix (Applied Biosystems, Life Technologies) and an Applied Biosystems 7500 Real‐Time PCR System. Relative mRNA levels were normalized against endogenous *Gapdh* (internal control). Relative transcription levels were compared with those of the control, and fold change was determined. RT‐qPCR experiments were performed in triplicate. Primer sequences are listed in Table S2, Supporting Information.

##### Statistical Analysis

Statistical data are presented as the mean ± standard error of the mean. Most experiments included at least three independent samples and were repeated at least three times. A two‐tailed unpaired Student's *t*‐test was used to compare the results of the two experimental groups. Using the two‐tailed Student's *t*‐test, *p* < 0.05, *p* < 0.01, and *p* < 0.001 were considered statistically significant and are represented by asterisks (*), (**), and (***), respectively. “n.s.” indicates non‐significant.

## Conflict of Interest

The authors declare no conflict of interest.

## Supporting information

Supporting Information Click here for additional data file.

Supplemental Table 1 Click here for additional data file.

Supplemental Table 2 Click here for additional data file.

## Data Availability

RNA‐seq data were deposited in the NCBI Gene Expression Omnibus database under the accession code GSE158471. To review GEO accession GSE158471: Go to https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158471. Enter token cjypyuyujbwnjeh into the box.

# Supplementary material for: The CNOT4 Subunit of the CCR4‐NOT Complex is Involved in mRNA Degradation, Efficient DNA Damage Repair, and XY Chromosome Crossover during Male Germ Cell Meiosis
**Source:** Adv Sci (Weinh). 2021 Mar 16;8(10):2003636. doi: 10.1002/advs.202003636
**Supplement:** Supplementary file 1 — Supporting Information

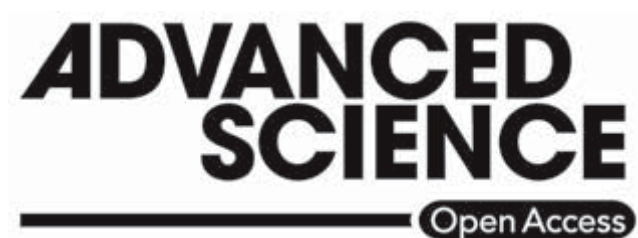

## Supporting Information

for *Adv. Sci.*, DOI: 10.1002/adv.202003636

**The CNOT4 Subunit of the CCR4-NOT Complex is Involved in mRNA Degradation, Efficient DNA Damage Repair, and XY Chromosome Crossover during Male Germ Cell Meiosis**

*Xing-Xing Dai*<sup>1</sup>, *Yu Jiang*<sup>1</sup>, *Jia-Hui Gu*<sup>1</sup>, *Zhi-Yan Jiang*<sup>1</sup>, *Yun-Wen Wu*<sup>1</sup>, *Chao Yu*<sup>2</sup>,  
*Hao Yin*<sup>4</sup>, *Jue Zhang*<sup>5</sup>, *Qing-Hua Shi*<sup>4</sup>, *Li Shen*<sup>1</sup>, *Qian-Qian Sha*<sup>3\*</sup>, *Heng-Yu Fan*<sup>1\*</sup>

## Supplementary Materials

### Supplementary Figures

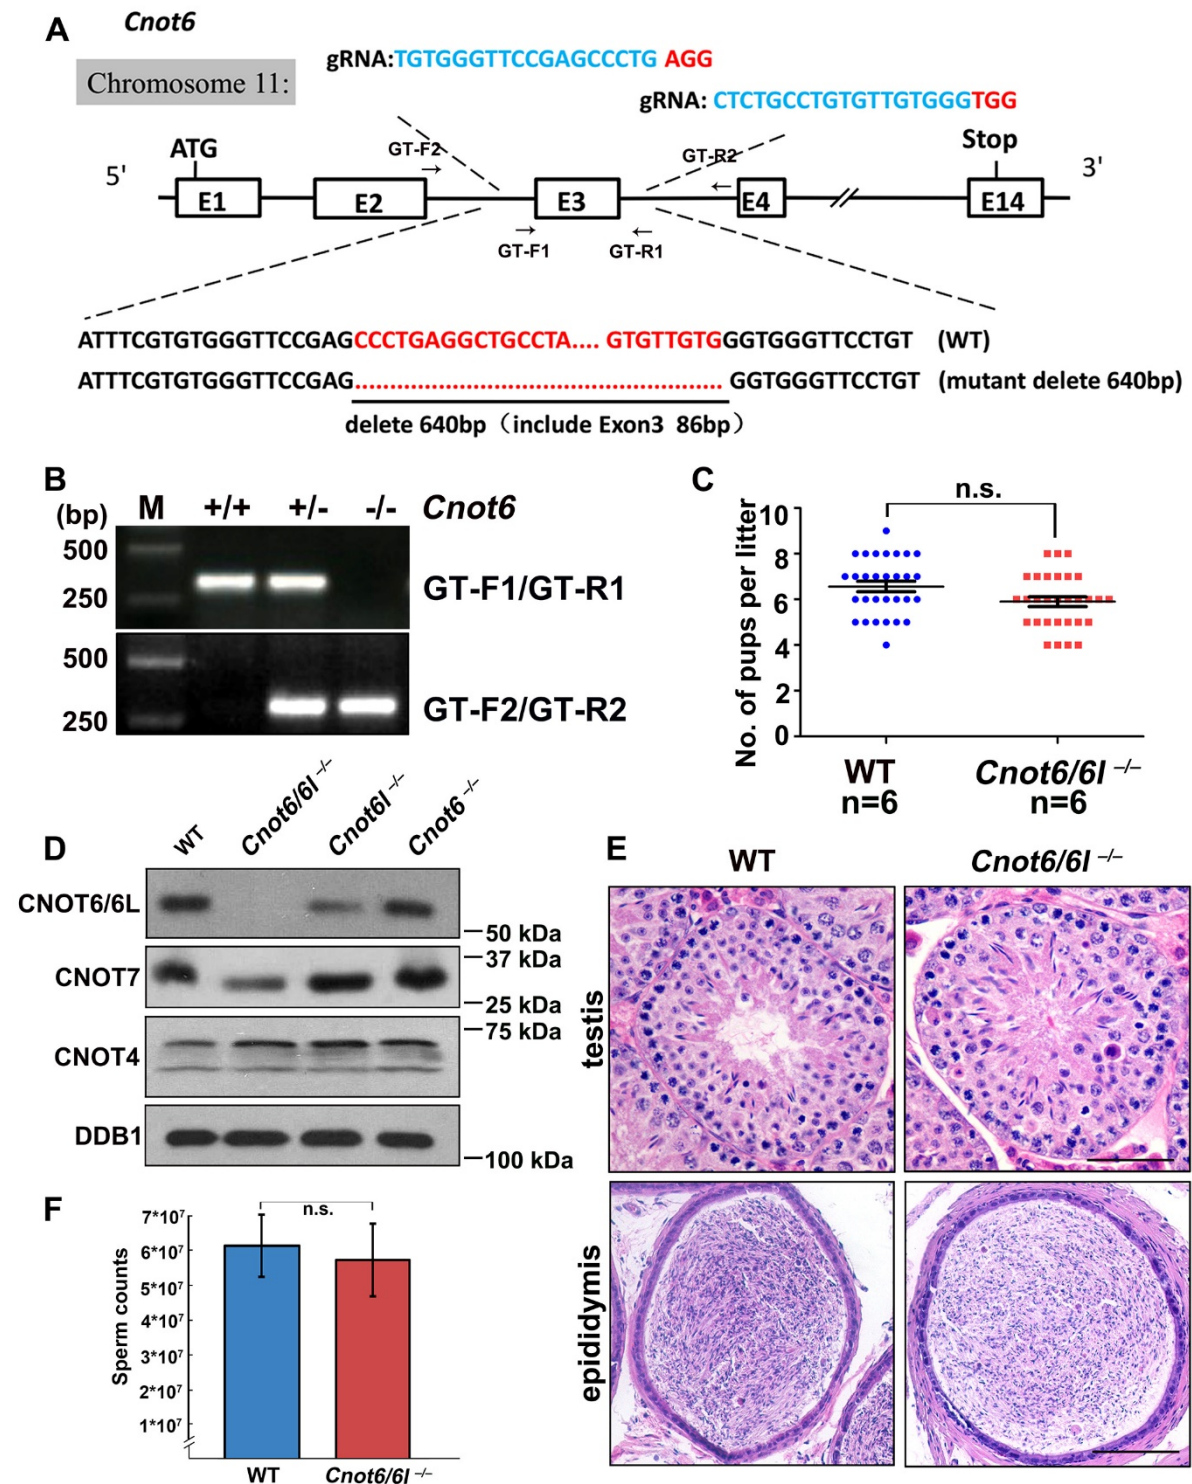

**Figure S1. Generation and phenotypic analyses of *Cnot6/6l<sup>-/-</sup>* mice.** **A:** Gene targeting strategy for CRISPR/Cas9-based mouse *Cnot6* knockout. F, forward; R, reverse; Stop, stop codon; gRNA, guide RNA. **B:** Genotyping of *Cnot6* using mouse tail as DNA template samples. The wild-type (WT) allele (“+”) and exon 3 deletion allele (“-”) were amplified using the primer pairs GT-F1, GT-R1, and GT-F2, GT-R2. Primer sequences are provided in Supplementary Table S2. **C:** Fertility test results of *Cnot6/6l<sup>-/-</sup>* and WT males. N = 6 male mice for each genotype; error bars, SEM; n.s., non-significant. **D:** Western blotting of CNOT4, CNOT6/6L, and CNOT7 in the testes of WT, *Cnot6/6l<sup>-/-</sup>*, *Cnot6l<sup>-/-</sup>*, and *Cnot6<sup>-/-</sup>* male mice. Endogenous DDB1 was used as a loading control. **E:** H&E staining of the testes and epididymis of adult WT and *Cnot6/6l<sup>-/-</sup>* male mice. Scale bar = 50  $\mu$ m. **F:** Counts of spermatozoa in the cauda epididymis of 3-month-old WT and *Cnot6/6l<sup>-/-</sup>* male mice (n = 3 mice for each genotype).

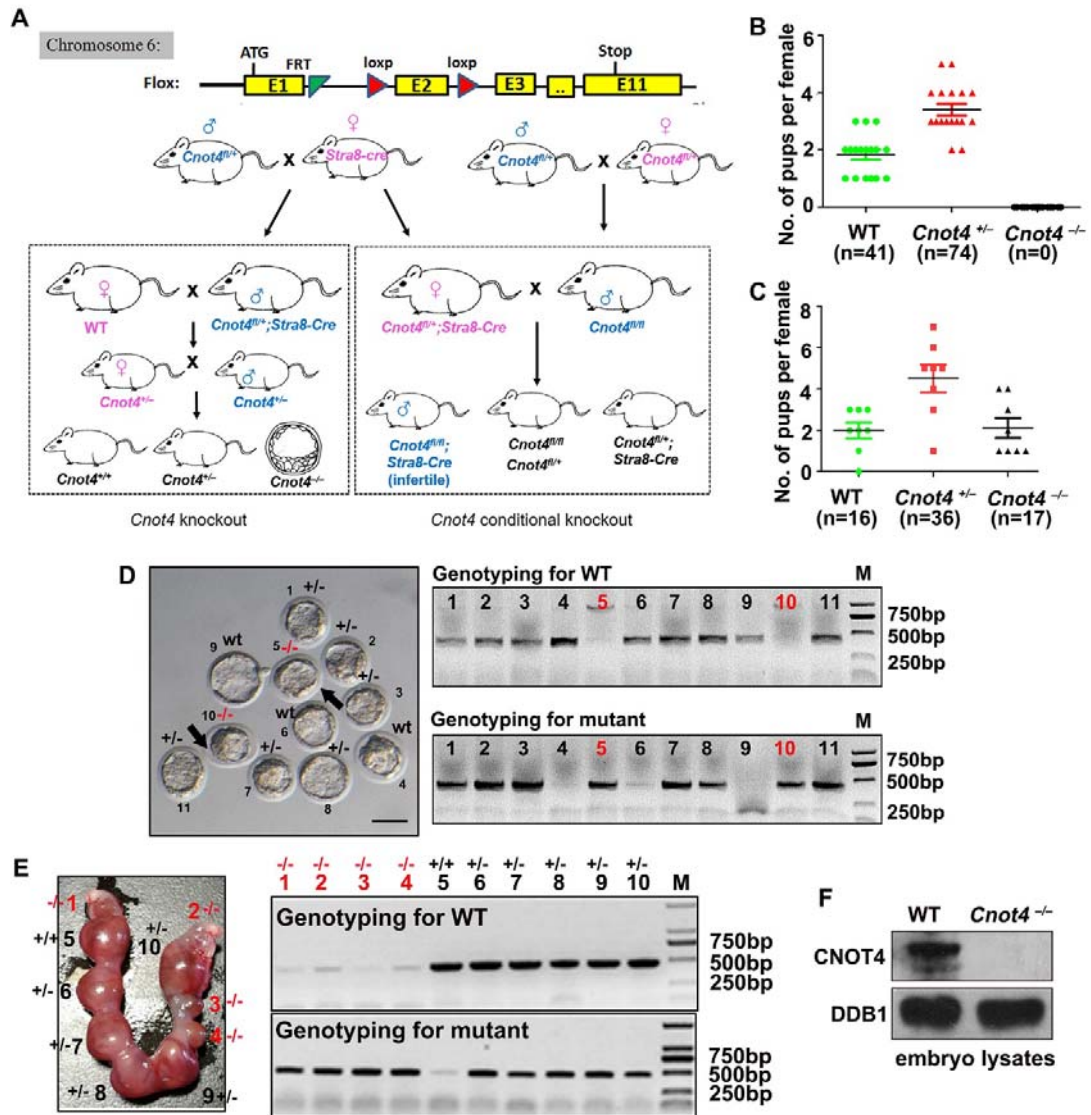

**Figure S2. Mouse embryos with homozygous *Cnot4* knockout die during post-implantation development.** **A:** Schematic diagram of the generation of *Cnot4* knockout and conditional knockout mice. **B:** Scatterplot of the genotypes of the offspring produced by mating heterozygous *Cnot4* male and female mice. The numbers of genotyped mice are indicated by *n*. **C:** Genotypes of the offspring. *N* = 8 female mice. The numbers of genotyped embryos are indicated by *n*. **D:** Morphology and genotypes of 4.5-day blastocysts produced by the mating of *Cnot4*<sup>+/+</sup> male and female mice. Black arrows indicate *Cnot4*<sup>fl/-</sup> blastocysts. Scale bar = 50  $\mu$ m. **E:** Morphologies and genotypes of the embryos at the embryonic stage (day 11.5) in uterus. Scale bar = 50 mm. **F:** Western blotting of the CNOT4 in the lysates of 11.5-day WT and *Cnot4*<sup>fl/fl</sup>; *Stra8-Cre* embryos. Endogenous DDB1 was blotted as a loading control.

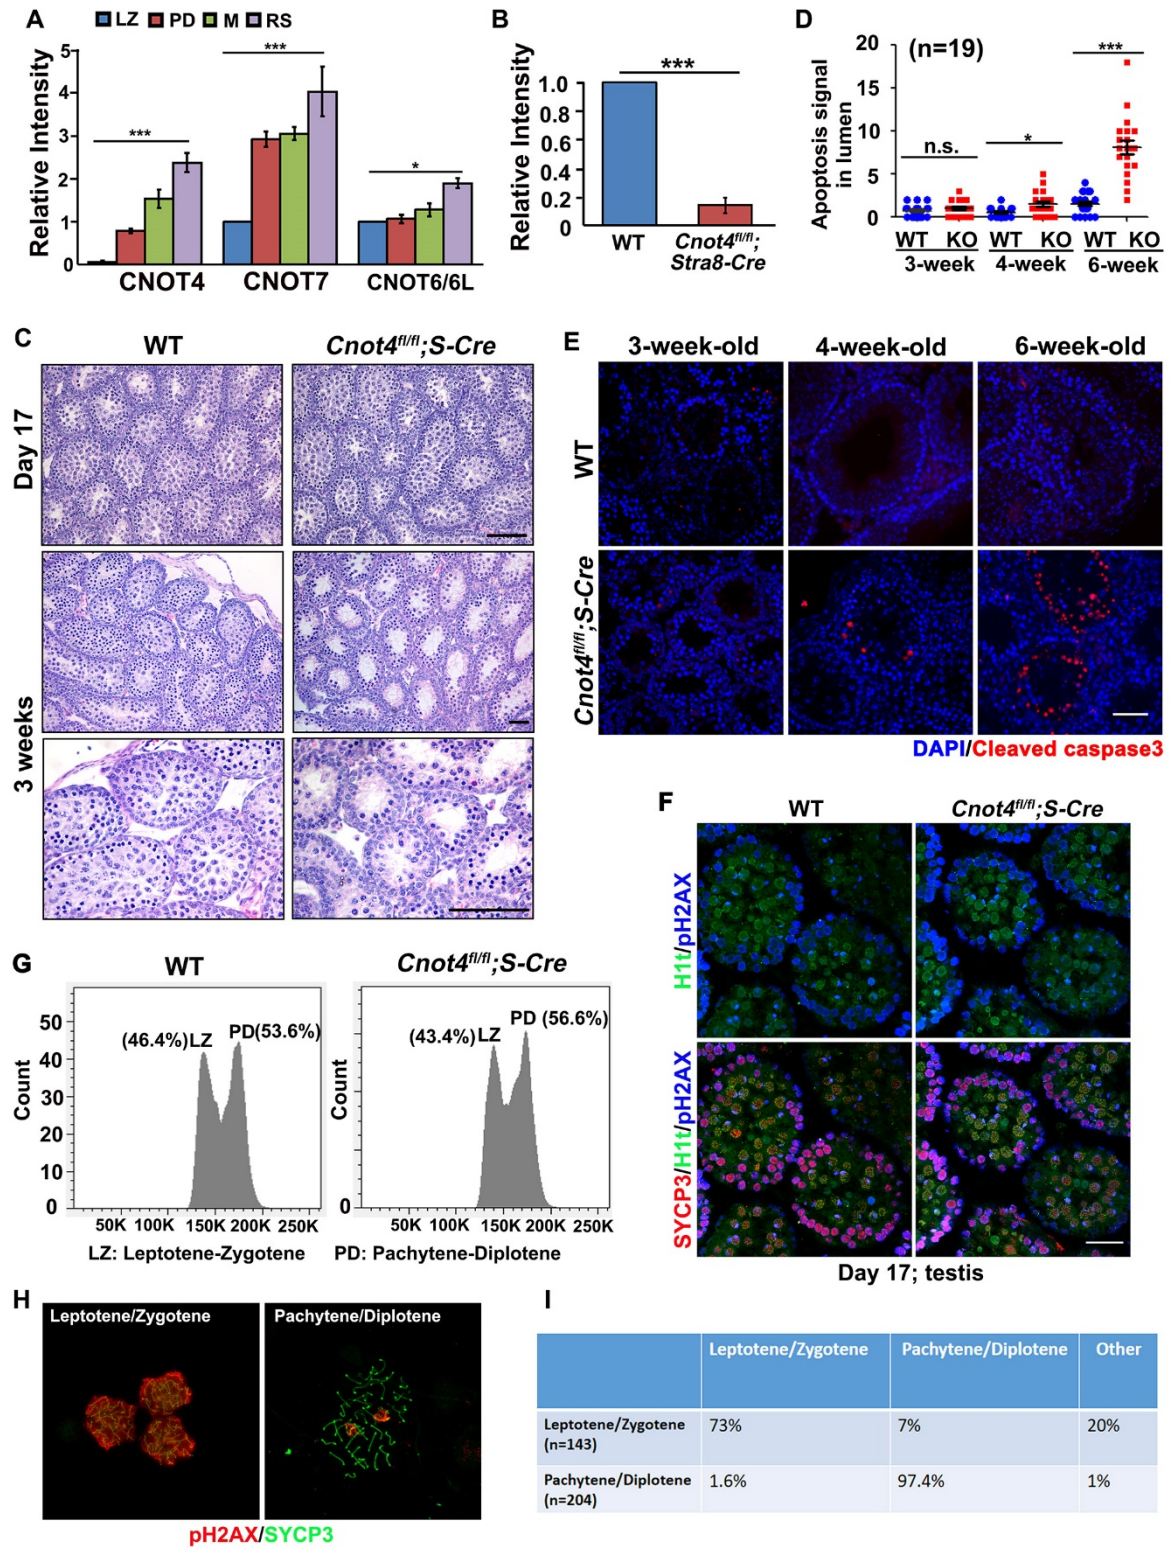

**Figure S3. Characterization of meiosis progression in the spermatocytes of WT and *Cnot4<sup>fl/fl</sup>;Stra8-Cre* males.** **A:** Quantification of the western blot in Figure 1C. **B:** Quantification of the western blot in Figure 1H. **C:** Histology of testes from 17-day- and 3-week-old WT and *Cnot4<sup>fl/fl</sup>;Stra8-Cre* mice by H&E staining. Scale bar = 100  $\mu$ m. **D:** Quantification of apoptotic cells in the lumen of each testicular tubule as shown in (E). **E:** Sections of stage IX–X tubules from WT and *Cnot4<sup>fl/fl</sup>;Stra8-Cre* mice stained with cleaved caspase 3. Scale bar = 20  $\mu$ m. **F:** Sections of the testes from 17-day-old WT and *Cnot4<sup>fl/fl</sup>;Stra8-Cre* mice stained with SYCP1, H1t, and ph2AX. Scale bar = 20  $\mu$ m. **G:** Cell number counts by flow cytometry showing proportions of spermatocytes at the indicated stages. *Y*-axis indicates the percentage, and the *x*-axis indicates the intensity of DAPI fluorescent signals. **H:** Immunofluorescence of pH2AX and SYCP3 in the leptotene/zygotene and pachytene/diplotene spermatocytes sorted by flow cytometry. **I:** Percentages of cells at the indicated stages in the leptotene/zygotene and pachytene/diplotene spermatocytes sorted by flow cytometry based on the immunofluorescence results presented in (H). Error bars, SEM; n.s., non-significant; \*\*,  $P < 0.05$ ; \*\*\*,  $P < 0.001$  determined using two-tailed Student's *t*-tests.

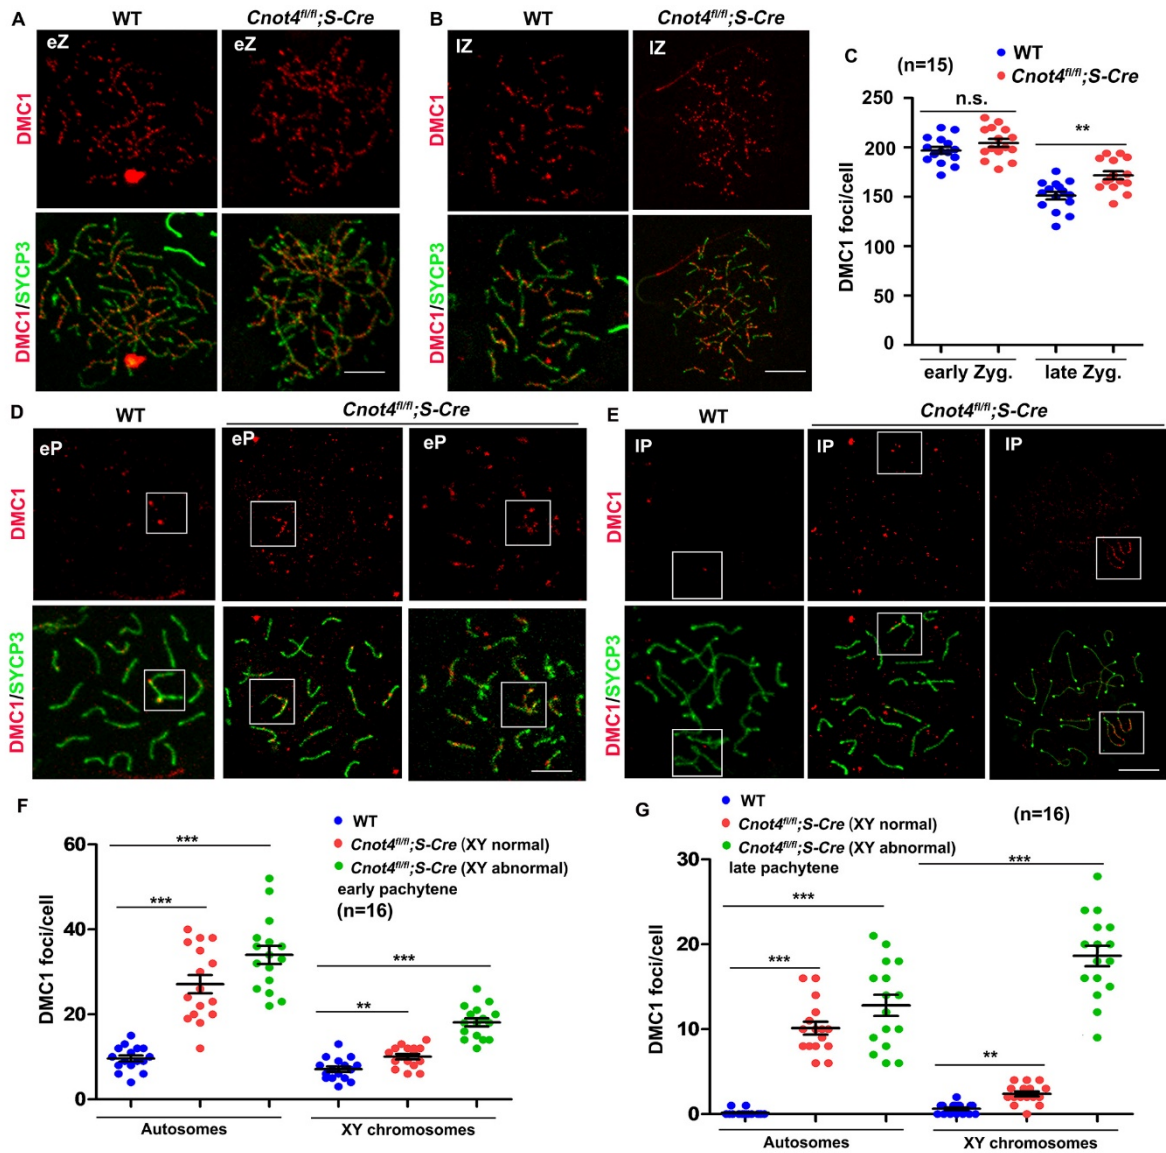

**Figure S4. Detection of DMC1 foci in the spermatocytes of *Cnot4<sup>fl/fl</sup>;Stra8-Cre* males.**

**A–B:** Immunofluorescence staining of DMC1 in the chromosomes of WT and *Cnot4*-null spermatocytes at the zygotene stage. Scale bar = 10  $\mu$ m. **C:** Quantification of the DMC1 foci in each cell. **D–E:** Immunofluorescence staining of DMC1 in the chromosomes of WT and *Cnot4*-null spermatocytes at the pachytene stage. XY chromosomes are framed. Scale bar = 10  $\mu$ m. **F–G:** Quantification of the DMC1 foci on the autosomes and XY chromosomes at the pachytene stage.

n: number of cells; error bars, SEM; n.s., non-significant; \*\*,  $P < 0.01$ , \*\*\*,  $P < 0.001$  determined using two-tailed Student's *t*-tests.

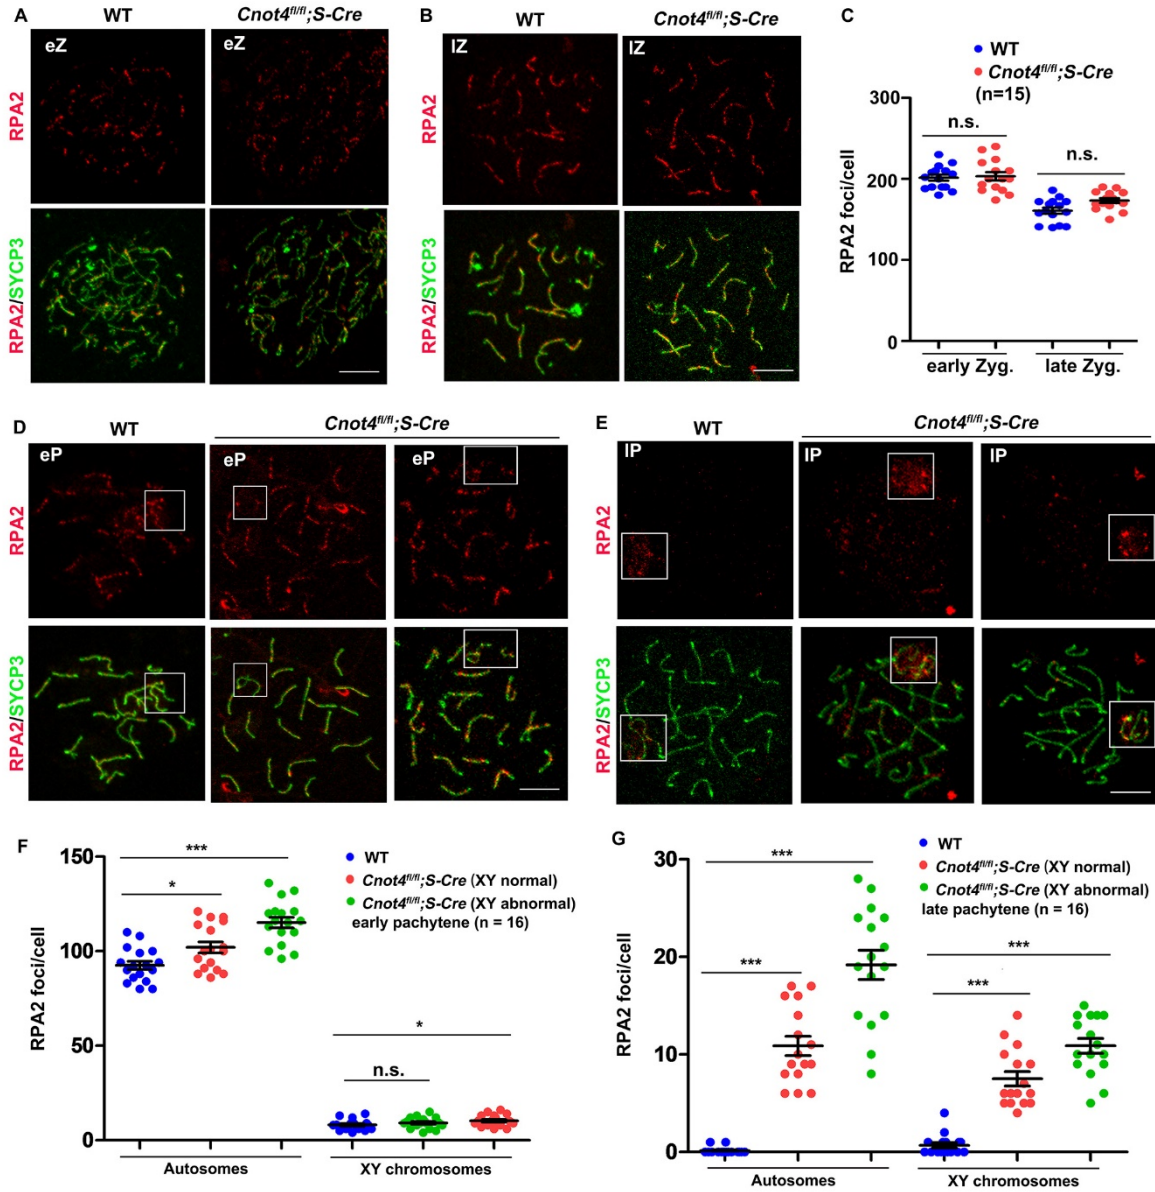

**Figure S5. Detection of RPA2 foci in the spermatocytes of *Cnot4<sup>fl/fl</sup>;Stra8-Cre* males. A–B:** Immunofluorescence staining of RPA2 in the chromosomes of wild-type (WT) and *Cnot4*-null spermatocytes at the zygotene stage. Scale bar = 10  $\mu$ m. **C:** Quantification of the RPA2 foci in each cell. **D–E:** Immunofluorescence staining of RPA2 in the chromosomes of WT and *Cnot4*-null spermatocytes at the pachytene stage. XY chromosomes are framed. Scale bar = 10  $\mu$ m. **F–G:** Numbers of the RPA2 foci in the autosomes and XY chromosomes at the pachytene stage.

n: number of cells; error bars, SEM; n.s., non-significant; \*\*,  $P < 0.01$ , \*\*\*,  $P < 0.001$  determined by two-tailed Student's *t*-tests.

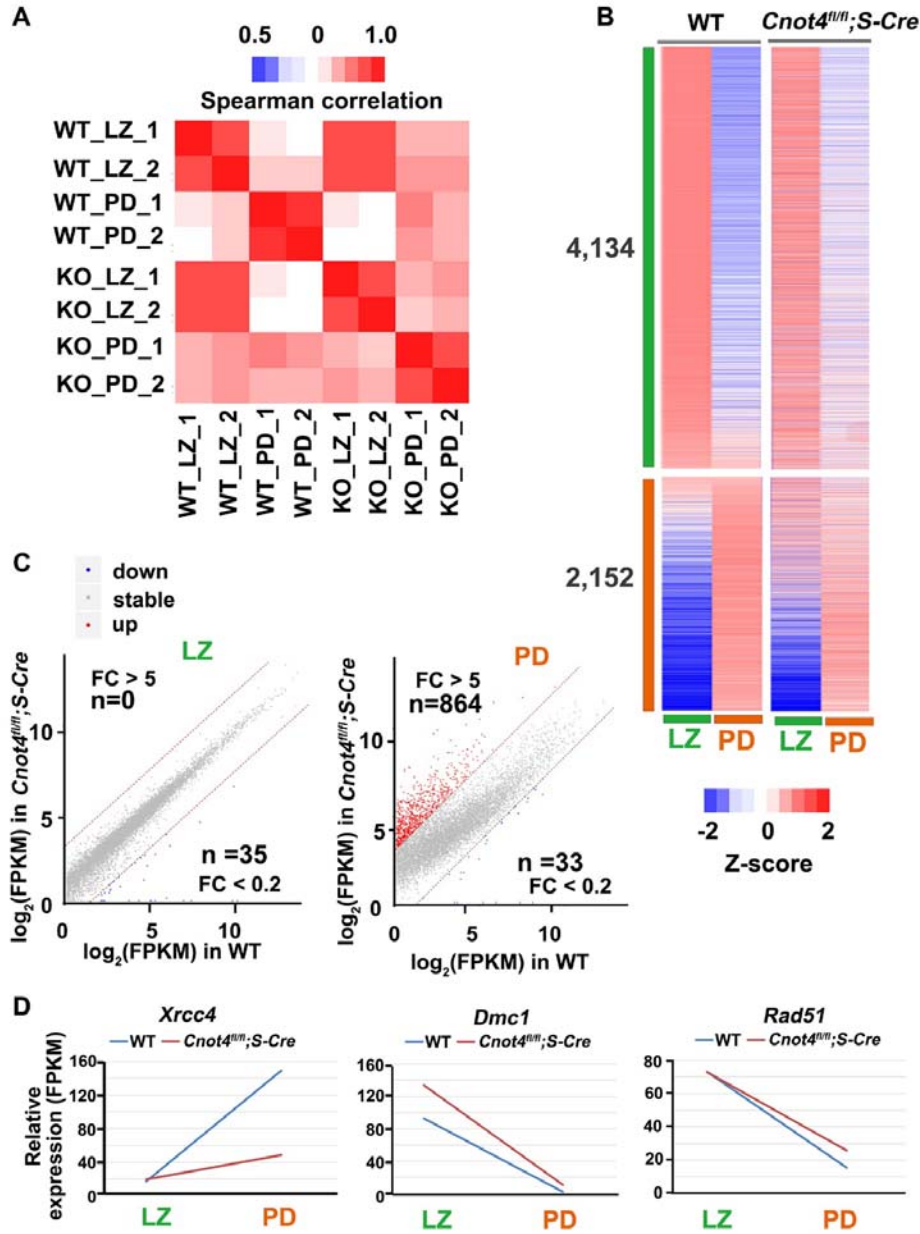

**Figure S6. Transcriptomic analysis of the spermatocytes of WT and *Cnot4*<sup>fl/fl</sup>;Stra8-Cre males.** **A:** Heatmap of Spearman’s correlation coefficients of the total transcripts between WT and *Cnot4*-null spermatocytes at the leptotene–zygotene (LZ) and pachytene–diplotene (PD) stages. **B:** Heatmap of differentially expressed genes in LZ and PD spermatocytes. The number of identified genes are indicated on the y axis, and the spermatocyte stages are indicated on the x axis. The color key from blue to red indicates relative gene expression from low to high, respectively. **C:** Scatter plot comparing the transcript reads of the WT and *Cnot4*-null spermatocytes. Transcripts (n) that decreased or increased by more than 5-fold are highlighted in blue or red, respectively. FC: fold change. **D:** Relative mRNA expression changes of key mediators involved in DNA double strand repair during meiosis I. The FPKM of each transcript were extracted from the RNA-seq results presented in Figure 6.

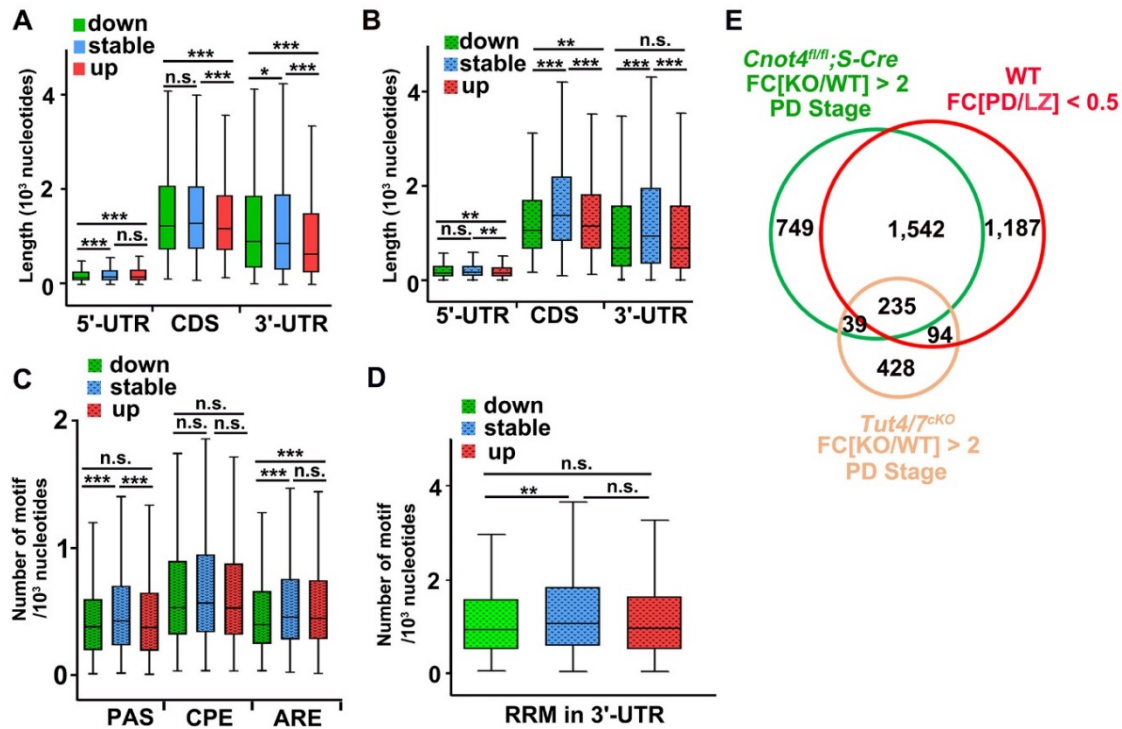

**Figure S7. Analyses of CNOT4-targeted transcripts in pachytene spermatocytes.** **A:** Box plot of 5'-UTR, CDS, and 3'-UTR length for downregulated, stable, and upregulated transcripts from the leptotene–zygotene (LZ) to pachytene–diplotene (PD) stage in wild-type (WT) spermatocytes. The center value represents the mean length, and the upper and middle hinges, the first and third quartiles, respectively. **B:** Box plot of 5'-UTR, CDS, and 3'-UTR length for downregulated, stable, and upregulated transcripts at PD stages in *Cnot4*-null spermatocytes. The value at the center represents the mean length, and the upper and middle hinges the first and third quartiles, respectively. **C:** Relative numbers of PASs, CPEs, and AREs in the 3'-UTR of upregulated transcripts in *Cnot4*-null PD stage spermatocytes. The value at the center represents the mean length, and the upper and middle hinges, the first and third quartiles, respectively. **D:** Relative numbers of the sequence recognized by CNOT4 RRM (GACAGA) in the 3'-UTR of upregulated transcripts at the PD stage in *Cnot4*-null spermatocytes. The value at the center represents the mean length, and the upper and middle hinges, the first and third quartiles, respectively. **E:** Venn diagram of transcripts that decreased from LZ to PD in WT spermatocytes but increased at the PD stage in *Cnot4*-null and *Tut4/7*-null spermatocytes.

n.s., not significant; \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$  determined using two-tailed Student's *t*-tests.

## Supplementary Tables

**Table S1. Spearman's correlation coefficients for WT and *Cnot4*-null spermatocytes at the LZ and PD stages.**

| Stage              | Sample |   | WT   |      |      |      | <i>Cnot4</i> -null |      |      |      |
|--------------------|--------|---|------|------|------|------|--------------------|------|------|------|
|                    | Stage  |   | LZ   |      | PD   |      | LZ                 |      | PD   |      |
|                    |        |   | 1    | 2    | 1    | 2    | 1                  | 2    | 1    | 2    |
| WT                 | LZ     | 1 | 1.00 | 0.94 | 0.80 | 0.80 | 0.94               | 0.94 | 0.83 | 0.85 |
|                    |        | 2 | 0.94 | 1.00 | 0.82 | 0.81 | 0.94               | 0.93 | 0.85 | 0.86 |
|                    | PD     | 1 | 0.80 | 0.82 | 1.00 | 0.95 | 0.78               | 0.76 | 0.89 | 0.84 |
|                    |        | 2 | 0.80 | 0.81 | 0.95 | 1.00 | 0.78               | 0.76 | 0.87 | 0.82 |
| <i>Cnot4</i> -null | LZ     | 1 | 0.94 | 0.94 | 0.78 | 0.78 | 1.00               | 0.94 | 0.84 | 0.85 |
|                    |        | 2 | 0.94 | 0.93 | 0.76 | 0.76 | 0.94               | 1.00 | 0.81 | 0.83 |
|                    | PD     | 1 | 0.83 | 0.85 | 0.89 | 0.87 | 0.84               | 0.81 | 1.00 | 0.93 |
|                    |        | 2 | 0.85 | 0.86 | 0.84 | 0.82 | 0.85               | 0.83 | 0.93 | 1.00 |

**Table S2. FPKMs of transcripts decreased or increased more than 2- or 5-fold in the WT and *Cnot4*-null spermatocytes at the LZ and PD stages (in a separate xlsx file).**

**Table S3. Antibody information.**

| Protein name    | Manufacture (catalogue number) | Applications (working dilution) | Website Link                                                                                                                                          |
|-----------------|--------------------------------|---------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>CNOT6/6L</b> | Abcam (ab86209)                | WB (1:500)                      | <a href="https://www.abcam.com/cnot6-antibody-ab86209.html">https://www.abcam.com/cnot6-antibody-ab86209.html</a>                                     |
| <b>CNOT7</b>    | Abcam(ab195587)                | WB (1:1000)                     | <a href="http://www.abcam.com/cnot7-antibody-epr18722-ab195587.html">http://www.abcam.com/cnot7-antibody-epr18722-ab195587.html</a>                   |
| <b>CNOT4</b>    | Proteintech (12564)            | WB (1:500)<br>IHC (1:50)        | <a href="https://www.ptglab.co.jp/products/CNOT4-Antibody-12564-1-AP.htm">https://www.ptglab.co.jp/products/CNOT4-Antibody-12564-1-AP.htm</a>         |
| <b>DDB1</b>     | Epitomics (3821-1)             | WB (1:1000)                     | <a href="http://www.epitomics.com/products/search/DDB1">http://www.epitomics.com/products/search/DDB1</a>                                             |
| <b>pH2AX</b>    | Cell Signaling (9718S)         | IF (1:400)                      | <a href="https://www.labome.com/product/Cell-Signaling-Technology/9718S.html">https://www.labome.com/product/Cell-Signaling-Technology/9718S.html</a> |

|                          |                             |                            |                                                                                                                                                                                                                     |
|--------------------------|-----------------------------|----------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>SYCP3</b>             | generated                   | IF (1:400)                 | NA                                                                                                                                                                                                                  |
| <b>SYCP1</b>             | Abcam<br>(ab15087)          | IF (1:200)                 | <a href="https://www.abcam.com/scp1-antibody-ab15090.html">https://www.abcam.com/scp1-antibody-ab15090.html</a>                                                                                                     |
| <b>MLH1</b>              | Proteintech<br>(11697-1-AP) | IF (1:100)                 | <a href="https://www.ptglab.com/Products/MLH1-Antibody-11697-1-AP.htm">https://www.ptglab.com/Products/MLH1-Antibody-11697-1-AP.htm</a>                                                                             |
| <b>RAD51</b>             | Abcam<br>(ab176458)         | IF (1:100)                 | <a href="https://www.abcam.com/rad51-antibody-chip-grade-ab176458.html">https://www.abcam.com/rad51-antibody-chip-grade-ab176458.html</a>                                                                           |
| <b>RPA2</b>              | Huang lab                   | IF (1:400)                 | NA                                                                                                                                                                                                                  |
| <b>Cleaved Caspase 3</b> | Cell Signalling<br>(9664S)  | IHC (1:200)<br>IF (1:200)  | <a href="https://www.cst-c.com.cn/products/primary-antibodies/cleaved-caspase-3-asp175-5ale-rabbit-mab/9664">https://www.cst-c.com.cn/products/primary-antibodies/cleaved-caspase-3-asp175-5ale-rabbit-mab/9664</a> |
| <b>HA</b>                | CST (3724)                  | WB (1:1000)                | <a href="https://www.cellsignal.com/products/primary-antibodies/ha-tag-c29f4-rabbit-mab/3724">https://www.cellsignal.com/products/primary-antibodies/ha-tag-c29f4-rabbit-mab/3724</a>                               |
| <b>FLAG</b>              | Sigma (F3165)               | WB (1:3000)                | <a href="http://www.sigmaaldrich.com/catalog/product/sigma/f3165?lang=zh&amp;region=CN">http://www.sigmaaldrich.com/catalog/product/sigma/f3165?lang=zh&amp;region=CN</a>                                           |
| <b>XRCC4</b>             | Abcam<br>(ab97351)          | WB (1:500)                 | <a href="https://www.abcam.cn/xrcc4-antibody-ab97351.html">https://www.abcam.cn/xrcc4-antibody-ab97351.html</a>                                                                                                     |
| <b>53BP1</b>             | Abcam<br>(ab36823)          | WB (1:5000)<br>IHC (1:500) | <a href="https://www.abcam.cn/53bp1-antibody-ab36823.html?">https://www.abcam.cn/53bp1-antibody-ab36823.html?</a>                                                                                                   |

**Table S4. Quality control of RNA-seq results (WT and *Cnot4*-null spermatocytes at the LZ and PD stages).**

| <b>Sample</b>              | <b>Total reads</b> | <b>Mapping efficiency</b> |
|----------------------------|--------------------|---------------------------|
| WT-LZ-Rep1                 | 12,277,051         | 80.3%                     |
| WT-LZ-Rep2                 | 12,823,790         | 85.3%                     |
| <i>Cnot4</i> -null-LZ-Rep1 | 13,608,544         | 84.1%                     |
| <i>Cnot4</i> -null-LZ-Rep2 | 12,008,735         | 82.0%                     |
| WT-PD-Rep1                 | 11,900,426         | 86.9%                     |
| WT-PD-Rep2                 | 13,284,706         | 87.3%                     |
| <i>Cnot4</i> -null-PD-Rep1 | 11,480,876         | 82.7%                     |
| <i>Cnot4</i> -null-PD-Rep1 | 14,306,682         | 82.2%                     |

**Table S5. FPKMs of RNA-seq results (in a separate xlsx file).**

**Table S6. Primer sequences.**

| <b>Primer name</b>      | <b>Genes targeted</b> | <b>Sequences (5'-3')</b>               |
|-------------------------|-----------------------|----------------------------------------|
| GT-F1                   | <i>Cnot6</i>          | 5'-GAACTCACTCTGTAGACCAG-3'             |
| GT-R1                   |                       | 5'-AGGAAGTCAGAAGACACGTT-3'             |
| GT-F2                   | <i>Cnot6</i>          | 5'-CAAGAAATAAACCTAAAGGAAAGACTACC-3'    |
| GT-R2                   |                       | 5'-ATGACACGATGAGAAAGCATAGC-3'          |
| <i>Stra8</i> -F         | <i>Stra8</i>          | 5'-GTGCAAGCTGAACAACAGGA-3'             |
| <i>Stra8</i> -R         |                       | 5'-AGGGACACAGCATTGGAGTC-3'             |
| <i>Cnot4</i> flox-F     | <i>Cnot4</i>          | 5'-CTTGCACCTGTGGCTACCAGATATG-3'        |
| <i>Cnot4</i> flox-R     |                       | 5'-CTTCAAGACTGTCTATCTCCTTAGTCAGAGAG-3' |
| P1                      | N.A.                  | 5'-GCGAGCTCCGCGGCCGCGT12-3'            |
| <i>Gstm2</i> -pat       | <i>Gstm2</i>          | 5'-CTCTGGGTCCCTGGGCTCTC-3'             |
| <i>Sparc</i> -pat       | <i>Sparc</i>          | 5'-TGGCTGTCATAAAGTTTCTAGCA-3'          |
| <i>Fthl17</i> -pat      | <i>Fthl17</i>         | 5'-GCTACCTGACCAACCTGCGC-3'             |
| <i>Tex11</i> -pat       | <i>Tex11</i>          | 5'-CCACTGGGCCCTCGCTCCAG-3'             |
| <i>Aldh1a1</i> -pat     | <i>Aldh1a1</i>        | 5'-GTCATGACCAGGTGCTTTCCAT-3'           |
| <i>Fthl17</i> -qtpcr-F  | <i>Fthl17</i>         | 5'-TCTCGAATGCAGCAGAACTATG-3'           |
| <i>Fthl17</i> -qtpcr-R  |                       | 5'-GGTCAAAGTAGACTGCCATCG-3'            |
| <i>Tex11</i> -qtpcr-F   | <i>Tex11</i>          | 5'-ATGAAGCTCCCTCAACTTTGG-3'            |
| <i>Tex11</i> -qtpcr-R   |                       | 5'-CCCTCTTTTGCACCTTTGTGGA-3'           |
| <i>Aldh1a1</i> -qtpcr-F | <i>Aldh1a1</i>        | 5'-ATACTTGTCGGATTTAGGAGGCT-3'          |
| <i>Aldh1a1</i> -qtpcr-R |                       | 5'-GGGCCTATCTTCCAAATGAACA-3'           |
| <i>Gstm2</i> -qtpcr-F   | <i>Gstm2</i>          | 5'-ACACCCGCATACAGTTGGC-3'              |
| <i>Gstm2</i> -qtpcr-R   |                       | 5'-TGCTTGCCCAGAACTCAGAG-3'             |
| <i>Sparc</i> -qtpcr-F   | <i>Sparc</i>          | 5'-GTGGAAATGGGAGAATTTGAGGA-3'          |
| <i>Sparc</i> -qtpcr-R   |                       | 5'-CTCACACACCTTGCCATGTTT-3'            |

How the deposited data were processed for this re-analysis (not part of the article)

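RNA-seq values of WT and Cnot4-null spermatocytes at the LZ and PD stages were analysed, with 2 libraries in each of 4 groups. Each library was assigned to its genotype, stage and replicate number by its label. The authors trimmed the reads to a common length, mapped them to mm9 with TopHat under default parameters, kept uniquely mapped reads, and computed FPKM with Cufflinks from UCSC gene models, as the methods state. The deposited FPKM values are given per gene symbol for each library on its own. The paper's supplementary table of the same values calls them normalized, and the methods do not describe a scaling between libraries. The labels describe another library preparation than the methods, and it was not determined here which was used.

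All computations started from the deposited FPKM. Genes with FPKM above 1 in at least 1 library were kept, 15899 of 23235, as the methods state. The tests used log2(FPKM + 1). Some of the values are below 1, so a pseudocount of 1 was added, by a rule set before the data were examined. A model with the 4 groups was fitted to all 8 libraries with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a trend), and p-values were adjusted by the Benjamini-Hochberg method within each of 5 contrasts. A gene with an adjusted p under 0.05 is said to be called. Gene sets were tested with limma's camera, with the correlation between genes estimated per set. Two-sided tests were used throughout. The counts at a fold of 2 or 5, the clusters and their overlaps use the ratio of group means of FPKM + 1 and no test. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the rest.

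The procedure was tested on simulated data. Of 200 genes changed in values drawn around the real means, limma called 57%. It called 94.0% of the 67 genes changed by 3 on the log2 scale and 6.06% of the 66 changed by 1, and 5.79% of its calls were unchanged genes. At LZ, where no gene had been changed, it called 0. These shares need not hold at PD, where limma called 8449 genes and an adjusted p of 0.05 allows a larger unadjusted p. Camera called a simulated set of 40 rising genes and did not call a set of 40 unchanged genes. The simulated noise was independent between genes, so this does not test sets whose genes vary together. The fold rules found 100 of 100 simulated Cluster I genes.

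The depth of each library in counts is not known from the values, so no counting error is given. With 2 libraries per group, the spread of a single gene rests on the model across genes, and leaving out 1 library leaves a group of 1, for which values are given without a test. The replicate numbers in the labels give the pairing used for the fits with a replicate block. The paper describes the duplicates as biological replicates, and neither the paper nor the labels say what same-numbered libraries share. The deviations of same-numbered libraries from their group means had a correlation of 0.194 between the stages in Cnot4-null and from -0.0651 to 0.0826 between the other groups.

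Gene positions and transcript lengths come from GENCODE vM1 on the assembly of mm9, matched by symbol or synonym, with 20244 genes having a coding transcript. Lengths of the 5′UTR, coding sequence and 3′UTR were compared by permutation tests with 100000 resamples, adjusted over 18 comparisons, and motif rates in 3′UTRs of at least 100 nt over 12. The motif rates were not planned before the data were examined.

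The genes named in the text follow a rule set before the data were examined. They are the genes that the paper names in its RNA-seq results, the 5 largest rises and 5 largest falls at PD and the 3 largest of each at LZ among called genes whose values do not overlap between the genotypes, and the marker genes of the sets reported. The marker lists were written before the values were seen, but after the paper's table of changed genes had been read. The results of some of these genes are not reported here. The macrophage marker Adgre1 is listed under its older symbol Emr1.

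The alternatives set beforehand were no filter on genes, a mean FPKM of at least 5, a mean FPKM above 1 in both groups compared, a further pseudocount of 1, quantile normalization, rescaling of each library to the same median, no trend in eBayes, only the libraries compared, a replicate block, a limit of 0.01 for the adjusted p, every pair of libraries past the fold, each library left out in turn, and, for lengths, the median or the mean over transcripts. A pseudocount of 0.1, the ratio without a pseudocount for genes with mean FPKM above 1 in both groups, replicate 2 of each group alone, the limit to genes with a coding transcript, and the removal of a smooth trend on GC content and length (span 0.3) were added after the values had been seen. Rescaling to the same median made the medians of genes with mean FPKM of at least 5 equal, so medians over all genes may still differ. The figures in the paper were read by eye. The gene ontology terms, the transcripts targeted by TUT4/7, and the RT-qPCR, poly(A) tail, immunoprecipitation and protein data were not analysed here.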

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

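The fractions of Cluster I genes, the fall of Cluster II genes and the Sertoli, peritubular myoid, macrophage and endothelial markers were chosen as tests before the data were examined, while all other tests in this part were chosen after the result was seen. The limits for an even split of calls and for the share of the 10 highest genes, and the reading of the GC test, were set when some of the values they judge were already known.

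The effect of the genotype differed between PD and LZ for 4770 genes by the interaction in the limma model, of which 4139 were higher and 631 lower. It was listed because the effects at 2 stages were tested against each other. The interaction gave 5298 genes after rescaling to the same median, 3437 after quantile normalization, and 1709 at an adjusted p under 0.01. Of these calls 57.8% were higher after rescaling, 46.5% after quantile normalization and 96.5% at an adjusted p under 0.01, against 86.8%. Of the calls between Cnot4-null and WT at PD, 78.3% were higher as deposited, 56.8% after rescaling and 43.2% after quantile normalization, and the median change of all genes was 0.66, 0.34 and -0.047. Both procedures move the balance of higher and lower genes towards even whatever its cause, so these values do not show whether the excess comes from the scaling between libraries or from the cells. By the FPKM that 1 read is worth, the libraries labelled Cnot4-null PD had 0.719 times the mean relative depth of WT PD and still listed more genes above 1 FPKM. The read totals in the paper's Table S4 show no such lack of depth (11480876 and 14306682 for Cnot4-null PD, 11900426 and 13284706 for WT PD), so the depth of these libraries is not settled. The share of the summed FPKM in the 10 highest genes was 9.10 and 9.01% in WT PD and 7.68 and 12.2% in Cnot4-null PD, a mean difference of -0.874 percentage points between WT and Cnot4-null that rests on 1 library. With the trend on GC content and length removed and the mean of each library kept, 77.9% of the calls were higher. When that removal was also allowed to take out the library means, the share was 43.9%, which again is a change of scaling.

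Genes lower at PD than at LZ in WT were higher in the libraries labelled Cnot4-null PD, and those that rise in WT were lower. A mixture of LZ-like cells or RNA in these libraries may give both. For 3520 Cluster I genes with a large enough difference between LZ and PD, the level in the Cnot4-null PD libraries lay at a median fraction of 0.335 and 0.466 of the way from WT PD to Cnot4-null LZ. A single mixing share would place all genes at 1 fraction within noise. The interquartile range of the fraction was 0.367, against 0.181 for noise between the 2 libraries, a ratio of 2.02. The limit set for a spread wider than a mixture gives was 2, so this value only just passes it and does not exclude a mixture of part of the signal. For 424 Cluster II genes under 1 FPKM at LZ, the median fall was -0.87 and -1.64 in the 2 libraries, where the mixing share predicts -0.59 and -0.91. The mean difference was -0.505, smaller in size than the limit set beforehand, the difference of 0.772 between the libraries. Both libraries fell by more than the share predicts, and a mixture itself makes the libraries differ when their shares differ, so this limit is a weak one. Markers of leptotene and zygotene cells had a median change of -0.23 at PD, with 2 of 8 genes higher in every pair of libraries, and of -0.93 after quantile normalization. The single markers went both ways, from -1.63 for Spo11 and -1.39 for Hormad1 to 0.70 for Mei1 and 1.31 for Prdm9. The adjusted p in camera was 0.585, and from 0.0887 to 0.590 over the alternatives. With such a split, the median of these markers does not decide for or against a mixture with such cells. The paper reports that the stages of the sorted cells were checked by SYCP3 and pH2AX staining. It also reports unchanged proportions of the prophase stages. Whether LZ-like cells were in these libraries is not settled by the values here.

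Marker genes of other cell types, which the paper does not discuss, were higher in the libraries labelled Cnot4-null PD. The paper did check the purity of sorted cells, by SYCP3 and pH2AX immunofluorescence, which was not examined here. The median log2 change from WT PD was 3.12 for Leydig markers, with 11 of 12 genes higher in every pair of libraries. It was 2.77 for peritubular myoid (7 of 7), 3.25 for macrophage (9 of 9), 3.04 for spermatogonia (12 of 13) and 4.05 for round spermatid markers (11 of 11). The median change of all tested genes was 0.66, and 58.2% of them were higher in every pair, where chance alone gives 16.7%. By camera, with the correlation between genes estimated per set, the adjusted p was 0.520 for Leydig, 0.520 for spermatogonia and 0.547 for spermatid markers, and the smallest of the other somatic sets was 0.585. With that correlation preset at 0.01, the adjusted p was 0.00276 for Leydig, 0.00233 for spermatogonia, 0.00429 for round spermatid and 0.0398 for peritubular myoid markers, whereas macrophage (0.131), Sertoli (0.342) and endothelial markers (0.603) did not pass. Over the alternatives, it ranged from 0.00276 to 0.590 for Leydig, from 0.00233 to 0.590 for spermatogonia, from 0.00429 to 0.590 for round spermatid from 0.0398 to 0.590 for peritubular myoid, from 0.131 to 0.590 for macrophage, from 0.342 to 0.722 for Sertoli and from 0.603 to 0.724 for endothelial markers. RNA of another cell type raises its markers together. Where its amount differs between the libraries of a group, it may also raise the correlation that camera estimates, which was not tested. A set with that cause may then fail to pass with 2 libraries per group. An adjusted p of 0.520 or more is therefore not evidence against RNA of Leydig cells, other somatic cells, spermatogonia or spermatids in these libraries, and no biological explanation was tested.

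Insl3, a Leydig marker, had a mean of 15638 FPKM in Cnot4-null PD, listed at 9669 and 21608, against 104 and 4.90 in WT PD. Prm1, a marker of round spermatids, had a mean of 5270.46 FPKM, listed at 7592 and 2949, against 176 and 74.8 in WT PD. Both were listed because the paper does not report on them and they lie above WT PD. Their log2 fold changes were 9.18 (adjusted p = 0.00102 by limma) and 5.35 (adjusted p = 0.00388), and both Cnot4-null values were above both WT values. The cell types named above are candidate sources of this RNA, and the tests of their marker sets (adjusted p 0.520 for Leydig and 0.547 for spermatid markers) do not speak against them.

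X-linked genes, which the paper does not analyse as a group, had a median change of 1.95 at PD over 648 genes, against 0.61 for all other genes. Of these, 569 were higher in every pair of libraries. In camera the adjusted p was 0.0243, which equals the unadjusted one because 1 set was tested, and it ranged from 2.0e-15 to 0.0495 over the alternatives. After quantile normalization the median was 0.98 for X-linked genes and -0.095 for the others. At LZ the adjusted p was 0.311, and it ranged from 0.00911 to 0.375 over the alternatives. A mixture with LZ-like cells that have the profile of Cnot4-null LZ would bring X-linked and autosomal Cluster I genes to the same fraction of the LZ level. The median fraction of 275 X-linked genes was 0.400. Lists of autosomal genes matched on level and fall gave 0.476 at the median, and 95% of the 10000 lists lay between 0.443 and 0.500, with 0% of lists below the X-linked value. X-linked genes thus came back less than matched autosomal genes, which a mixture with such LZ-like cells alone does not give. Cells with another profile need not give equal fractions, so the comparison does not speak on them. The same comparison goes against a retention specific to X-linked genes. RNA of other cell types was not examined as a cause here.

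In the values as deposited, not all genes higher at PD are explained by transcripts kept from LZ. Of the 6619 genes called higher, 1942 (29.3%) exceeded 2 times the higher LZ mean, and 1689 of these were outside Cluster I. In WT PD, Cluster I genes lie under 1/2 of the WT LZ mean by definition and Cluster II genes above 2 times it. The split between the clusters therefore follows in part from their definition. These numbers hold for the deposited scaling only.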

How the results depend on the processing

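The settings in this part were fixed before the data were examined, except the 7 added after the values had been seen: a pseudocount of 0.1, ratios without a pseudocount for genes with mean FPKM above 1 in both groups, replicate 2 of each group alone with or without that limit, genes with a coding transcript, and 2 ways of removing a trend on GC content and length. The cause of a change was not tested unless a value is given for it.

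The number of genes called by limma between Cnot4-null and WT at PD ranged from 4811 to 9180 over the settings, between PD and LZ in WT from 6717 to 10182, and at LZ between the genotypes from 4 to 19. Leaving out single libraries aside, results that answer a comparison stayed on their side in 254 combinations of result and setting, 9 became weaker, 5 stronger, 11 reversed, and 88 values moved. For the named genes, 34 combinations became weaker, 15 stronger and 15 reversed, and 6 more reversed when a library was left out. A single value moves by less than the replicate SD when 1 of 2 libraries is left out, so only its sign is informative there.

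With the replicate number as a block, 8298 genes were called between the genotypes at PD, 16 at LZ, 9085 between PD and LZ in WT, 7128 in Cnot4-null and 4355 for the interaction. The correlations of the deviations of same-numbered libraries were -0.0552 between the genotypes at LZ, 0.0322 at PD, 0.0669 between the stages in WT and 0.194 in Cnot4-null. With the block, the adjusted p of X-linked genes at PD in camera was 0.0495.

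With an adjusted p under 0.01, limma called 4811 genes at PD, 8 at LZ, 4286 between the stages in Cnot4-null and 1709 for the interaction. With only the libraries compared, it called 4 at LZ and 3955 between the stages in Cnot4-null. Among genes with a coding transcript it called 5 at LZ, and also 5 with the trend on GC content and length removed, in both ways of removing it. With that trend removed and library means not kept, 43.9% of the calls were higher at PD, 39.6% between the stages in Cnot4-null and 43.5% for the interaction, against 78.3%, 60.5% and 86.8%.

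Quantile normalization reversed more results than any other setting. The share of higher calls was 43.2% at PD, 38.5% between the stages in Cnot4-null and 46.5% for the interaction. The median change of Cluster I genes was 0.77 and that of Cluster III genes -0.089. The counts at PD were 3350 higher and 3278 lower at a fold of 2, and 1058 and 257 at a fold of 5. Of these, 1918 higher genes were in Cluster I, 2315 lower genes in Cluster II and 41 lower genes in Cluster I. The change at PD took the other sign for Cnot6 (-0.18), Cnot6l (-0.074), Trp53bp1 (-0.070), and for the markers Cldn11 (-0.77), Emr1 (-0.17), Fdx1 (0.093), Mei1 (-0.75), Rad51ap2 (-0.22), Rhox8 (-0.025), Smc1b (0.16), Sox9 (-0.45) and Tek (-0.21), and Tex19.2 changed by -0.16 between the stages in Cnot4-null.

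Rescaling to the same median gave 56.8% higher calls at PD and 57.8% for the interaction, 2979 lower genes at a fold of 2 and 272 at a fold of 5, overlaps of 2433 lower genes with Cluster II and 11 with Cluster I, and a median change of 0.32 for Cluster III. Cnot6 changed by -0.32 at PD and Tex19.2 by -0.14 between the stages in Cnot4-null.

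With mean FPKM above 1 in both groups, 2560 genes were higher at PD at a fold of 2, and 123 higher and 236 lower at LZ. At a fold of 5 the counts were 918 and 49 at PD and 5 and 13 at LZ. Cluster I held 2861 genes and Cluster III 3862, and the overlaps were 1700 for Cluster I and higher, 76 for Cluster II and higher, and 1 for Cluster I and lower. With mean FPKM of at least 5, limma called 5219 genes at PD, and 49.3% of its calls between the stages in Cnot4-null were higher. Cluster III held 3335 genes with a median change of 0.0025, and 3284 genes were higher at PD and 156 at LZ at a fold of 2. Among all genes, the correlation of the Cnot4-null PD libraries was 0.932.

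When every pair of libraries had to pass the fold, 643 genes were lower at PD and 48 higher and 100 lower at LZ at a fold of 2. At a fold of 5, 1253 were higher and 27 lower at PD, and 19 higher and 12 lower at LZ. The overlaps were 585 for Cluster II and lower, 42 for Cluster II and higher, and 0 for Cluster I and lower. With a further pseudocount of 1, 156 genes were higher and 277 lower at LZ at a fold of 2, and 1425 were higher at PD at a fold of 5. Cluster II and higher shared 91 genes, and the median change of Cluster III was 0.42.

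The settings added after the values had been seen moved the counts as follows. With a pseudocount of 0.1, 1066 genes were higher and 1455 lower at LZ at a fold of 2. The counts at a fold of 5 were 218 higher and 346 lower at LZ, and 5366 higher and 193 lower at PD. Cluster II and higher shared 587 genes, and Cluster I and lower 23. Without a pseudocount and with mean FPKM above 1 in both groups, 2887 genes were higher at PD at a fold of 2. Past a fold of 5, 1237 were higher at PD and 6 at LZ. Cluster I held 3057 genes and Cluster III 3513, and Cluster I and higher shared 1971. With replicate 2 alone, 2467 genes were lower at PD and 439 higher and 1129 lower at LZ at a fold of 2. At a fold of 5, 401 were lower at PD and 195 at LZ, and Cluster I and lower shared 18. With FPKM above 1 in both groups as well, 2591 genes were higher at PD and 173 at LZ at a fold of 2. At a fold of 5, 859 were higher and 322 lower at PD, and 3 higher and 79 lower at LZ. Cluster I held 2830 genes and Cluster III 3853, and the overlaps were 1761 for Cluster I and higher, 9 for Cluster I and lower, and 42 for Cluster II and higher.

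Across the settings that each left out 1 library, the genes lower at PD ranged from 845 to 2483 at a fold of 2 and from 59 to 404 at a fold of 5. At LZ, 264 to 478 genes were higher and 412 to 890 lower at a fold of 2, and 37 to 114 lower at a fold of 5. The overlap ranged from 767 to 1984 genes for Cluster II and lower, from 1 to 27 for Cluster I and lower, and from 135 to 297 for Cluster II and higher. The median change of Cluster III genes ranged from 0.47 to 0.60. The change of Cnot4 at LZ ranged from -0.035 to 0.28, and that of Tex19.2 between the stages in Cnot4-null from -0.064 to 0.18. At PD, the change of Cldn11 ranged from -0.43 to 0.93, that of Smc1b from -0.33 to 0.25 and that of Tek from -0.061 to 1.23.

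With the correlation between genes preset at 0.01, the adjusted p in camera fell to 0.00276 for Leydig, 0.0398 for peritubular myoid, 0.00429 for round spermatid and 0.00233 for spermatogonia markers, and over the alternatives it reached 0.590 for each. Endothelial markers had no value with mean FPKM of at least 5.

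Several lengths changed. With mean FPKM of at least 5, lower and stable genes at PD differed by -16.2 nt in the 5′UTR, lower and higher genes by -3.95 nt, and higher and stable genes by -12.3 nt, with adjusted p from 0.102 to 0.699, and lower and higher genes differed by -71.0 nt in the 3′UTR (adjusted p = 0.175). In WT, lower and stable genes then differed by -8.13 nt in the 5′UTR and by 66.8 nt in the 3′UTR, and higher and stable genes by 3.36 nt in the 5′UTR. With lengths averaged over transcripts, the 5′UTR of lower genes at PD differed from that of stable genes by -11.7 nt and from that of higher genes by -11.7 nt. With medians, it differed from that of stable genes by -10 nt, and higher and stable genes differed by 10 nt. In WT, the median of lower genes differed by -6 nt from stable and by 2 nt from higher genes. The adjusted p of the 5′UTR at PD over the alternatives ranged from 0.0694 to 0.159 for lower against stable genes.

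The values give no counts, so the depth limits genes with low FPKM in a way that could not be measured, and 2 libraries per group limit every test here. In simulated data with 200 changed genes, limma called 6.06% of the genes changed by 1 on the log2 scale. This share need not hold for contrasts with many more calls, such as that between the genotypes at PD.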

Differences from the paper's values

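The paper gives 2565 genes at least 2 times higher in Cnot4-null PD, against 6525 here. Of the alternatives set before the data were examined, mean FPKM above 1 in both groups (2560), mean FPKM of at least 5 (3284) and quantile normalization (3350) came within 1.5 times of the paper's number, and a further pseudocount of 1, rescaling to the same median, every pair of libraries past the fold and the settings that left out a library did not. Among the settings chosen after seeing the values, ratios without a pseudocount for genes with mean FPKM above 1 in both groups (2887) and replicate 2 alone with that limit (2591) also did, and a pseudocount of 0.1 and replicate 2 alone without the limit did not.

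For Cluster I the paper gives 3058 genes, against 5414 here. Mean FPKM above 1 at both stages (2861), mean FPKM of at least 5 (3670), quantile normalization (4506) and every pair of libraries past the fold (4474) closed the gap to within 1.5 times, and the other alternatives set before the data were examined did not. Ratios without a pseudocount with that limit (3057), and replicate 2 alone with it (2830), both chosen after seeing the values, did as well. For Cluster III the paper gives 3514 genes, against 7328 here. Mean FPKM above 1 at both stages (3862) and mean FPKM of at least 5 (3335) closed the gap, the others set before the data were examined did not, and of those chosen after seeing the values ratios without a pseudocount (3513), a pseudocount of 0.1 (5118) and replicate 2 alone with the limit (3853) did.

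The paper shows about 1800 Cluster I genes that are at least 2 times higher in Fig. 6C, read by eye, against 3798 here. Mean FPKM above 1 in both groups (1700), mean FPKM of at least 5 (2552), quantile normalization (1918) and every pair of libraries past the fold (2678) closed the gap, and the others set before the data were examined did not. Ratios without a pseudocount (1971) and replicate 2 alone (1761), each with mean or single FPKM above 1 in both groups and chosen after seeing the values, did too.

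At a fold of 5, the paper shows about 0 higher genes at LZ in Fig. S6C, read by eye, against 52 here, and none of the alternatives set before the data were examined closed the gap. The lowest, with mean FPKM above 1 in both groups, gave 5, and replicate 2 alone with that limit, chosen after seeing the values, gave 3. For PD it shows about 860 higher genes in Fig. S6C, read by eye, against 2301 here. Mean FPKM above 1 in both groups (918), quantile normalization (1058) and every pair of libraries past the fold (1253) closed the gap, and the others set before the data were examined did not. Ratios without a pseudocount (1237) and replicate 2 alone (859), with that limit and chosen after seeing the values, did too. It shows about 33 lower genes at PD in Fig. S6C, read by eye, against 80 here. Mean FPKM above 1 in both groups (49) and every pair of libraries past the fold (27) closed the gap. The others set before the data were examined did not, and neither did those chosen after seeing the values.

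The paper's Table S1 gives a Spearman correlation of 0.93 between the Cnot4-null PD duplicates, against 0.892 here. Over all genes, a choice set before the data were examined, it was 0.932, and with mean FPKM of at least 5 it was 0.861. The paper shows about 3 FPKM for Dmc1 in WT PD in Fig. S6D, read by eye off an axis on which such a bar is hard to measure, against 0.875 here. No alternative was computed for this mean.

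Ratios without a pseudocount for genes with mean FPKM above 1 in both groups, chosen after seeing the values, gave 240 genes higher and 383 lower at LZ, the paper's numbers, against 264 and 485 here. The same setting, chosen after seeing the values, gave 2359 Cluster II genes against the paper's 2342 and 1507 genes lower at PD against the paper's 1365, so it does not give all of the paper's numbers.

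The paper states that the representative transcripts of Fig. 6H rise from LZ to PD in Cnot4-null spermatocytes. Of the 10 genes reported, Aldh1a1, Sparc and Gstm2 rose here. Tex19.2 changed by 0.060, and the other 6 fell, from -3.16 for Tex11 to -0.94 for Fthl17. The paper states that the 5′UTR is longer in transcripts that fall between the stages and in those lower in Cnot4-null spermatocytes, and it was shorter here, by -13.7 nt and -18.2 nt against stable genes. The paper states that transcripts lower in Cnot4-null spermatocytes have fewer AU-rich elements and that unaffected ones have fewer polyadenylation signals. By rates chosen after seeing the values, lower genes had 0.30 more AU-rich elements per 1000 nt than stable genes. Stable genes had 2.63 polyadenylation signals per 1000 nt against 2.61 in higher and 3.05 in lower genes. The paper gives relative numbers of elements, and their unit is not known. The mean 3′UTR was 1175 nt in lower and 1409 nt in stable genes. A higher rate in lower genes therefore does not exclude fewer elements per transcript. The paper states that Cluster III was not affected by the loss of CNOT4, and its median change was 0.55 here. It was -0.11 relative to all genes, -0.089 after quantile normalization and 0.32 after rescaling. In genes with mean FPKM of at least 5 it was 0.0025, so the difference from the paper depends on the processing. The paper reports lower 53bp1 mRNA in Cnot4-null spermatocytes by RT-qPCR relative to Gapdh. Here Trp53bp1 changed by 0.60 at PD, and by -0.070 after quantile normalization.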

Other observations

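The values in this part were computed after the data had been seen, apart from those of the genes that the paper names and of the marker sets.

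The paper states much higher expression of Cnot7 than of Cnot8 in male germ cells. Cnot7 was listed at 17.0 and 35.4 FPKM in WT LZ and 18.7 and 21.7 in WT PD. Cnot8 was listed at 29.6 and 36.5 FPKM in WT LZ and 13.5 and 12.7 in WT PD. Between the libraries labelled Cnot4-null PD and WT PD, the log2 fold change was -0.65 for Cnot7 (adjusted p = 0.150 by limma), 0.87 for Cnot8 (adjusted p = 0.0211), 0.21 for Cnot6 (adjusted p = 0.400) and 1.22 for Cnot6l (adjusted p = 0.0255). Relative to the median of all genes these changes were -1.32, 0.21, -0.46 and 0.56. After quantile normalization Cnot6l changed by -0.074, Cnot6 by -0.18, Cnot7 by -1.17 and Cnot8 by 0.41. Rescaling to the same median gave 0.81, -0.32, -1.17 and 0.36 in the same order. Over the alternatives, limma's adjusted p ranged from 0.0335 to 0.156 for Cnot7 and from 0.0204 to 0.326 for Cnot8. It ranged from 0.182 to 0.475 for Cnot6 and from 0.0190 to 0.885 for Cnot6l. Only for Cnot6 did the call not depend on the processing.

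Sertoli markers had a median log2 change of -1.02 between Cnot4-null and WT at LZ, with an adjusted p of 0.0838 by camera over the 8 sets, 4.4e-10 with the correlation between genes preset at 0.01 and up to 0.241 over the alternatives, and at PD a median of 1.57. Endothelial markers had a median of 1.17 at PD over 2 genes.

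Across 14419 genes with a coding transcript, the change between Cnot4-null and WT at PD had a Spearman correlation of 0.12 with GC content and of -0.015 with transcript length, and at LZ of -0.19 and 0.16. Genes are not independent replicates in these correlations.

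The sheet of the paper's Table S2 for LZ lists 676 genes, 212 as higher and 464 as lower, and each value equals the mean of both replicates plus 1. The sheet for PD lists 1998 genes, and each value equals that of replicate 2 plus 1 for WT and for Cnot4-null.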
